# A long-range *cis*-regulatory element for class I odorant receptor genes

**DOI:** 10.1038/s41467-017-00870-4

**Published:** 2017-10-12

**Authors:** Tetsuo Iwata, Yoshihito Niimura, Chizuru Kobayashi, Daichi Shirakawa, Hikoyu Suzuki, Takayuki Enomoto, Kazushige Touhara, Yoshihiro Yoshihara, Junji Hirota

## Abstract

Individual olfactory sensory neurons express a single odorant receptor gene from either class I genes residing in a single cluster on a single chromosome or class II genes spread over multiple clusters on multiple chromosomes. Here, we identify an enhancer element for mouse class I genes, the J element, that is conserved through mammalian species from the platypus to humans. The J element regulates most class I genes expression by exerting an effect over ~ 3 megabases within the whole cluster. Deletion of the *trans* J element increases the expression frequencies of class I genes from the intact J allele, indicating that the allelic exclusion of class I genes depends on the activity of the J element. Our data reveal a long-range *cis*-regulatory element that governs the singular class I gene expression and has been phylogenetically preserved to retain a single cluster organization of class I genes in mammals.

## Abstract (web summary)

“Each olfactory sensory neuron expresses a single odorant receptor gene from either class I or class II genes. Here, the authors identify an enhancer for mouse class I genes, that is highly conserved, and regulates most class I genes expression by acting over ~ 3 megabases within the whole cluster.”

## Introduction

Olfactory sensory neurons (OSNs) in the main olfactory epithelium (MOE) initiate the sense of smell by detecting a vast number of odorous chemicals through odorant receptors (ORs). ORs are G protein-coupled receptors with a putative seven-transmembrane domain structure^1^. OR genes form the largest gene family present in any genome analyzed to date. Phylogenetic analyses separate mammalian OR sequences into two distinct groups, which are referred to as class I and class II ORs^2^. Class I OR genes, which were first identified in fish and then in frog^3, 4^, were initially considered to be evolutionary relics in mammals. However, genomic analyses have revealed that mammals possess a substantial number of functional class I OR genes^5^, suggesting that class I ORs have physiologically important functions. On the other hand, class II OR genes are specific to terrestrial animals and account for ~ 90% of the mammalian OR repertoire.

Individual OSNs are believed to express a single functional allele of a single OR gene from the repertoire of either class I or class II ORs. The process of the singular OR gene expression occurs through two sequential steps, a single OR gene choice that initiates the process and subsequent maintenance of transcription of the chosen single OR allele. Regarding the initial choice of a single OR gene, Magklara et al. reported that all OR genes are epigenetically silenced prior to OR choice and that a singular OR allele is chosen by stochastic escape from heterochromatic silencing^6^. The latter step, referred to as the “one neuron-one receptor” rule, is maintained by an OR-elicited negative-feedback signal that prevents the activation of additional OR genes^7^. It has recently been demonstrated that this signal is triggered by components of the unfolded protein response, which detect the newly synthesized OR within the endoplasmic reticulum and thereby activate downstream signaling cascades to stabilize OR transcription and to prevent secondary OR gene choice^8^. Although these studies describe a molecular mechanism for ensuring singular OR gene transcription, the *cis-*regulatory elements/enhancers, which may open up the local chromatin architecture to orchestrate the first step OR choice are poorly understood.

The function of *cis-*regulatory elements for the transcriptional activation of a single gene within a multigene cluster has been well-documented for the β-globin cluster, in which the locus control region (LCR) located 6–22 kilobases (kb) upstream of the proximal globin gene enhances the transcription of one of five linked β-globin genes depending on the developmental stage of the organism^9^. A few *cis-*regulatory elements have been reported in mouse class II OR genes. The 2.1-kb H element resides 75 kb upstream of the nearest OR gene, *Olfr1507*, and functions as the LCR of a cluster of seven class II OR genes spread over 141 kb on chromosome 14^7^. A targeted deletion of the H element abolished the expression of three proximal OR genes and decreased the expression of four distal OR genes in the cluster but did not affect the expression of ORs outside the cluster^10, 11^. The P element regulates the expression of 10 OR genes within the P-centromeric cluster, which consists of 24 OR genes spread over 471 kb on chromosome 7^12^.

Because ~ 1100 mouse OR genes are scattered over 69 loci (including singletons) within the genome^13^, additional regulatory elements are expected. Recently, a genome-wide search for intergenic OR enhancers by DNase I hypersensitivity-sequencing and chromatin immunoprecipitation sequencing experiments uncovered 35 candidate elements linked to OR clusters, including H and P in mice^14^. The targeted deletion of one of these, Lipsi, led to reduced expression of the eight class II genes within the linked cluster on chromosome 2, whereas OR genes from a distal cluster on the same or different chromosomes were unaffected^14^. Thus, all three regulatory elements for class II genes operate locally and in *cis*, controlling 7–10 genes within the adjacent clusters. The distances over which these elements exert effects are ~ 200 kb. To date, no *cis-*regulatory elements for class I genes have been identified.

During evolution, class I OR genes were maintained in a single cluster and have come to form one of the largest gene clusters in the mouse genome^13^. By sharp contrast, class II OR genes were spread over most chromosomes by duplication and intra- and inter-chromosomal translocation^15^. The differential genomic organization of class I and class II OR genes is enigmatic, and the reason why class I genes did not migrate outside the cluster or to other chromosomes is unknown. In the mouse, 158 class I genes reside in a single huge cluster spread over a ~ 3 megabase (Mb) genomic region on chromosome 7, and this cluster is interrupted by the β-globin cluster^16^. By focusing on one of the mouse class I genes, *Olfr544*, we previously provided experimental evidence for a *cis*-regulatory element using *Bacillus subtilis* genome (BGM) transgenesis^17^.

In this study, we analyzed a *cis*-regulatory element of the mouse class I OR cluster and identified the J element, which exhibits unique features with respect to its long-range regulation and is conserved in all mammalian species examined. The J element regulates class I genes expression of a larger number of genes and over a greater genomic distance than known class II enhancers. Genome analysis uncovers evolutionarily conserved sequence motifs in the J element from the platypus to humans. In addition, we provide genetic evidence that the allelic exclusion of class I genes depends on the activity of the J element. Thus, our data reveal a long-range *cis*-regulatory element that governs the singular expression of class I gene and has been phylogenetically preserved to retain a single cluster organization of class I genes in mammals.

## Results

### The class I OR cluster

One of the characteristic features of the class I OR family in mammals is that all class I OR genes reside on a single chromosome, comprising a single huge gene cluster that does not contain any class II genes. In mice, 158 class I genes, including 29 pseudogenes, reside at positions 102,476,773–105,369,317 on chromosome 7 (mm10), forming a ~ 3 Mb cluster (Fig. 1a). 

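In the RefSeq annotation of GRCm38.p6, the assembly that mm10 names, the interval from 102476773 to 105369317 on chromosome 7 spans 2892545 bp and holds 158 OR genes, of which 126 are annotated as protein coding and 32 as pseudogenes. Another 59 genes are annotated inside the interval, 27 of them protein coding. They include the embryonic β-globin genes *Hbb-y* and *Hbb-bh1*, which encode subunits of hemoglobin, the ubiquilin genes *Ubqln5* and *Ubqlnl*, and *Trim* genes such as *Trim6* and *Trim30a*, which encode ubiquitin ligases of the innate immune system. The array of the ΔJ experiment carried 139 class I probe sets within this interval, 128 of intact genes and 11 of pseudogenes, and 19 probe sets of a single non-OR gene each.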

The genomic size of the class I OR cluster is ~ 70 times larger than that of the β-globin cluster embedded in this region. There are two phylogenetic groups of class I ORs, the α- and β-groups^18^. The α-group is specific to tetrapods, whereas the β-group is conserved across vertebrate species^19^. In mice, the β-class I OR family consists of three genes, *Olfr543, Olfr544*, and *Olfr545*, which are located near the centromeric end of the class I cluster (Fig. 1a, b). These OR genes have intact open reading frames and belong to the MOR42 family.

**Fig. 1:**
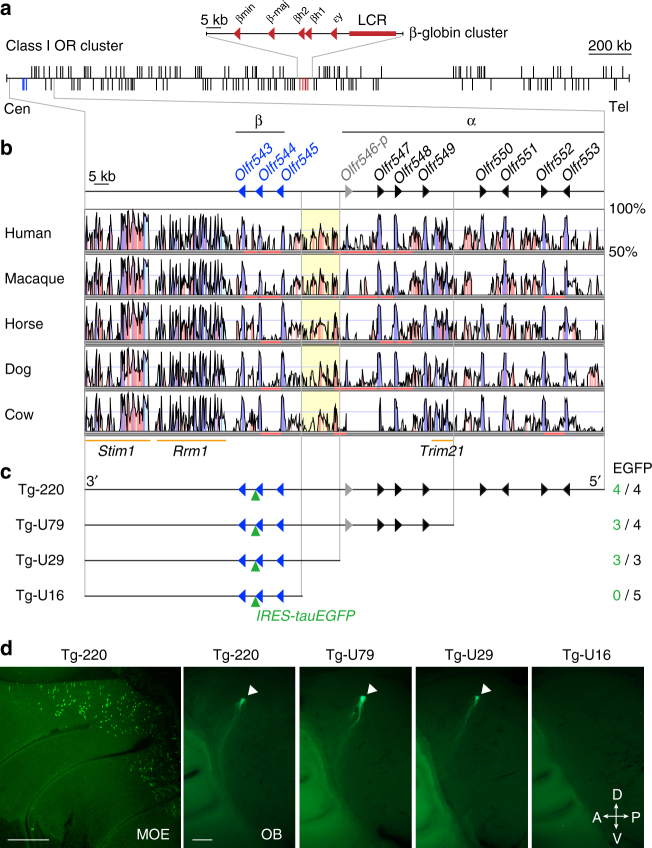
Genomic organization of the class I OR cluster and identification of a *cis-*regulatory element. **a** Genomic region of the mouse class I OR gene cluster on chromosome 7. The *vertical lines* represent the positions of 158 class I OR genes (*black*) and 5 β-globin genes. Genes transcribed in the centromeric (Cen) to the telomeric (Tel) direction are drawn above the *horizontal line*; those transcribed in the telomeric to centromeric direction are drawn *below*. The *red arrowheads* depict the transcriptional orientation of β-globin genes, and a *red box* represents the LCR of the β-globin cluster. **b** Nucleotide percent identity plots of the centromeric end of the class I OR gene clusters of mouse and other mammals using VISTA. The *arrowheads* indicate the transcriptional orientations of β-class I OR genes (*blue*) and α-class I OR genes (intact genes, *black*; a pseudogene, *gray*). Highly conserved regions ( > 70% identity) in coding exons, noncoding exons and intergenic regions are shown in *blue*, *cyan*, and *pink*, respectively. The *orange bars* indicate the non-OR genes *Trim21, Rrm1*, and *Stim1*. **c** Deletion series of *Olfr544* transgenes. The number of EGFP-positive independent founders and lines among the total analyzed is shown on the right. **d** Representative whole-mount images of the medial aspect of the MOE (Tg-220) and the OB of Tg mice from the deletion series. *Arrowheads* indicate each glomerulus. The *scale bar* is 500 μm

### A *cis-*regulatory element for the class I OR gene *Olfr544*

Because β-class I ORs are phylogenetically most well-conserved among vertebrates, we focused on this group to examine whether a *cis*-regulatory element is located in proximity to the β-class I genes. Using BGM transgenesis, we recently reported the presence of a *cis*-regulatory element for the *Olfr544* β-class I gene^17^. Conservation analysis of the genomic region of the transgene using VISTA revealed conserved synteny of the coding regions of class I OR genes and neighboring genes (*Stim1, Rrm1*, and *Trim21*) among placental mammals including human, macaque, horse, dog, and cow (Fig. 1b). In addition, we found a strikingly homologous intergenic region between α- and β-class I genes in all analyzed mammalian genomes but not in zebrafish or *Xenopus tropicalis* (Fig. 1b, Supplementary Fig. 1a).

To more precisely identify the region responsible for *Olfr544* transgene expression, we generated a 5′ deletion series based on a Tg-220 transgene in which *Olfr544* was tagged with an *IRES-tauEGFP* reporter (Fig. 1c). Referring to the VISTA plots, we truncated the 5′ end to yield shorter transgenes with 79 kb (Tg-U79), 29 kb (Tg-U29), and 16 kb (Tg-U16) of genomic DNA upstream of the transcription start site (TSS) of *Olfr544*. All four lines carrying Tg-220 showed a punctate pattern of enhanced green fluorescent protein (EGFP) expression within the dorsal zone of the MOE and axonal projections into the dorsal glomeruli of each olfactory bulb (OB) (Fig. 1d). In a deletion series, Tg-U79 and Tg-U29 also showed robust transgene expression with consistent glomerular convergence, whereas none of the Tg-U16 lines or founders showed EGFP expression. These results indicate that a 13-kb intergenic region located 16 kb to 29 kb upstream of the TSS of *Olfr544* contains a *cis*-regulatory element for *Olfr544* expression.

### Identification of a potential enhancer element

Because critical intergenic regions such as transcriptional enhancers are frequently conserved during evolution, we first searched for homologous sequences between mouse and human genomes to identify a potential enhancer element in the 13-kb region. A VISTA plot of the mouse 13-kb enhancer region to the human genome delineated several homology peaks (Fig. 2a). Next, to examine the conservation of these homology peaks in other mammalian species, we selected one species as a representative of each placental mammalian order: human (Primates), guinea pig (Rodentia), rabbit (Lagomorpha), horse (Perissodactyla), dog (Carnivora), cow (Cetartiodactyla), and African elephant (Proboscidea). Figure 2b shows the genomic maps of the junctional regions between α- and β-class I ORs in mouse as well as seven placental mammalian genomes deduced from the whole-genome alignments in the UCSC database. This locus comprised a syntenic region among those placental mammals. Genome sequence analysis revealed that a 1.9-kb region that included a cluster of high homology peaks in the middle of the 13-kb region was well conserved among all tested placental mammals (Fig. 2b, Supplementary Fig. 2). Although a β-class I OR gene is pseudogenized in humans, the 1.9-kb region was also conserved in humans, suggesting that it may function as an enhancer not only for β-class I ORs but also for α-class I ORs. Because this conserved 1.9-kb sequence is located in the junctional region of two phylogenetic groups, the α- and β-class I OR genes, we named it the “J element”.

**Fig. 2:**
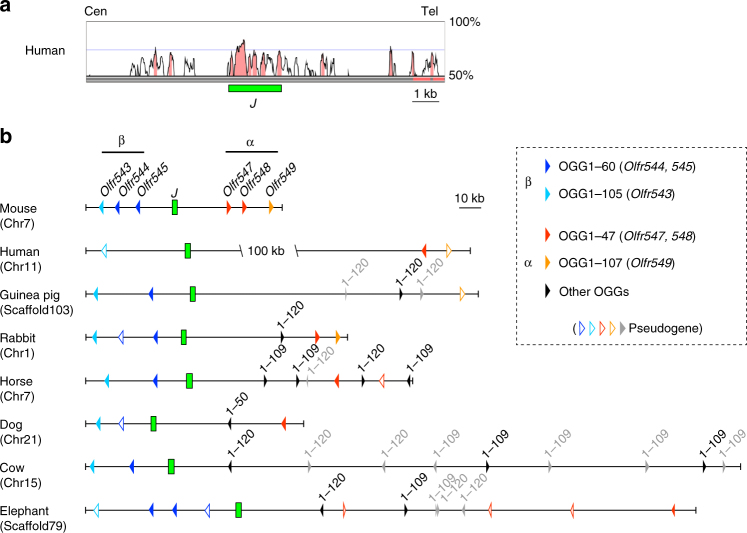
The J element is the most highly conserved element among OR enhancers. **a** Nucleotide percent identity plot (VISTA plot) of the junctional region of α- and β-class I OR genes in mouse and human. A 1.9-kb intergenic region, named the J element, was identified as a highly conserved region. **b** Genomic organization of α-, β-class I OR genes and of the J element in placental mammalian species as a representative of each order. Class I OR genes belonging to different OGGs are depicted by *arrowheads* of different colors (intact genes, *filled*; pseudogenes, *outlined*)^5^. The transcriptional orientation of each OR gene is indicated by the orientation of its *arrowhead*

To evaluate the importance of the J element, we compared the evolutionary conservation of the J element with that of 35 other mouse OR enhancers, including putative ones^14^ (see Methods section). Among the 36 elements examined, 15 elements, including the J element, are conserved in all tested placental mammalian genomes and linked to OR gene (Supplementary Fig. 3). Interestingly, each OR gene linked to the conserved enhancer element belongs to the same orthologous gene group (OGG) among mammalian species (Supplementary Data 1)^5^, suggesting that the evolutionarily conserved OR enhancer elements regulate the expression of an OR subfamily whose physiological functions are generally important for mammalian species. Our conservation analysis indicated that the J element was one of the most highly conserved of the 15 conserved OR enhancer elements (Supplementary Fig. 3b). These results strongly suggest that the J element is evolutionarily conserved as an enhancer for class I OR genes in placental mammals.

### Functional analysis of the J element

To examine the function of the J element, we constructed two transgenes, J13k-gVenus Tg and J-gVenus Tg, in which the 13-kb fragment (Fig. 1c) and the 3.8-kb NcoI fragment including the J element were placed upstream of the 0.9-kb *Olfr544* promoter region and the *gapVenus* reporter gene, respectively (Fig. 3a). Note that the *Olfr544* promoter region itself could not activate reporter gene expression (see Tg-U16, Fig. 1c). Both transgenic (Tg) lines/founders of J13k-gVenus Tg and J-gVenus Tg exhibited reproducible and robust expression of gapVenus in OSNs located in the dorsal MOE, where class I OSNs reside (Fig. 3b). In addition, the majority of gapVenus-positive axons in both Tg mice projected diffusely to multiple glomeruli in the dorsal OB, corresponding to the class I OSN projection domain. These results suggest that the J element possesses class I OSN-specific enhancer activity.

**Fig. 3:**
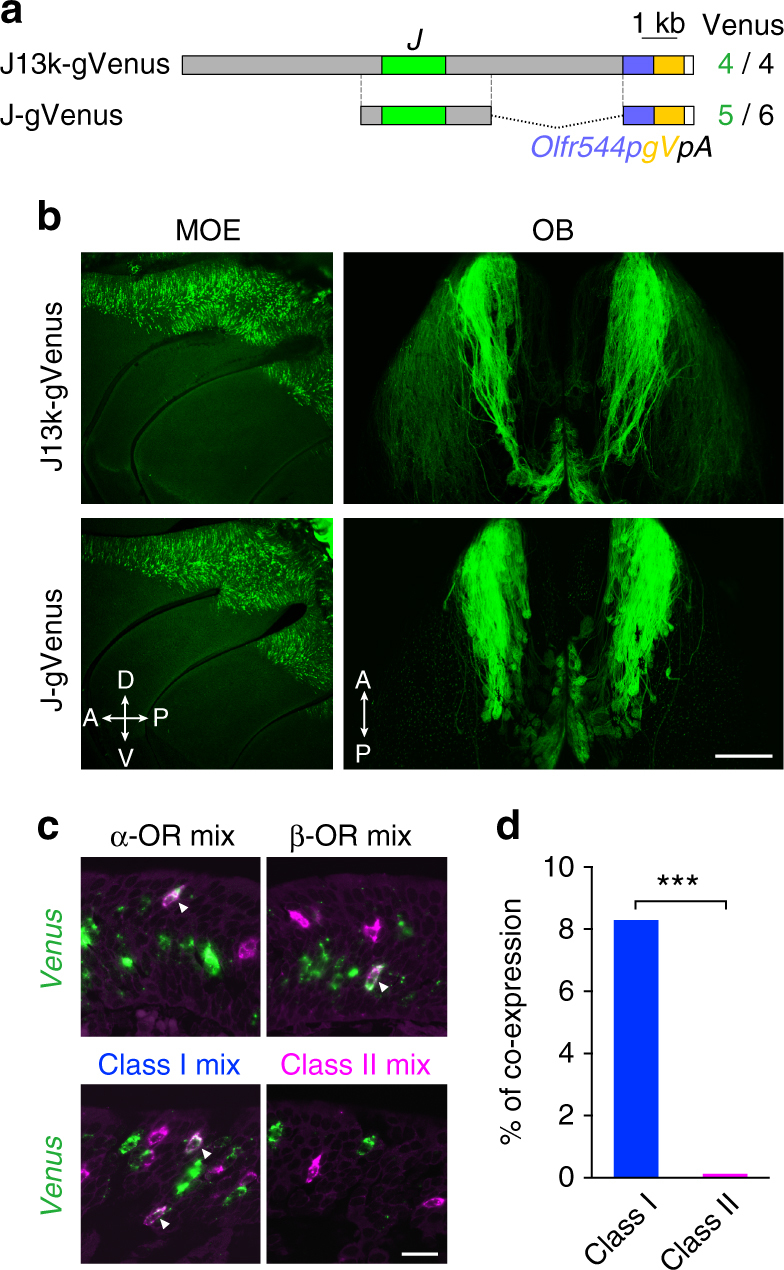
The J element possesses class I OSN-specific enhancer activity. **a** Transgenes of J13k-gVenus and J-gVenus. The number of Venus-positive independent founders and lines among the total analyzed is shown on the right. *Olfr544p*, promoter region of *Olfr544*; *gV*, membrane-targeted *Venus* reporter (*gapVenus*); *pA*, polyadenylation sequence. **b** Whole-mount fluorescent images of the MOE and the dorsal OB of hemizygous J13k-gVenus Tg mice and J-gVenus Tg mice. The *scale bar* is 500 μm. **c** Confocal images of two-color ISH of *Venus* (*green*) with mixed probes of α=−class I OR genes, β=class I OR genes, class I OR genes, and class II OR genes (*magenta*) in a J-gVenus Tg mice. Enhancer activity of the J element (*Venus*) was observed in class I OR-positive cells (*arrowheads*). The *scale bar* is 20 μm. **d** *Bar graphs* showing the percentage of *Venus*-positive cells that are labeled with the class I or class II OR mixed probes (3112 cells for class I, 3252 cells for class II probes from 3 mice). Co-expression preferentially occurred in class I OR-expressing OSNs. Fisher’s exact test; *p* < 2.2 × 10^−16^, ***p < 0.001

To confirm the class I OSN-specific enhancer activity, we analyzed the co-expression of gapVenus with class I or class II OR genes in J-gVenus Tg mice by two-color in situ hybridization (ISH) (Fig. 3c). GapVenus signals are co-localized with both α- and β-class I genes, suggesting that the J element functions as an enhancer not only for β-class I but also for α-class I genes. In addition, quantification analysis of a total of 6364 neurons from three independent mice demonstrates that gapVenus-expressing OSNs predominantly labeled with class I genes but not with class II genes (class I, 258/3112 (coexpression rate = 8.3%); class II, 4/3252 (0.12%); Fisher’s exact test, *p* < 2 × 10^−16^; Fig. 3d), indicating that the J element has class I OSN-specific enhancer activity. We also examined the enhancer activity of the J element in zebrafish because some class II enhancers support reporter expression in zebrafish OSNs^14^. However, unlike the H and Lipsi elements, the J element did not activate reporter expression in the OE of any of the tested zebrafish (Supplementary Fig. 1b, c).

### The J element functions as an enhancer for class I OR genes

To validate the enhancer function of the J element, we generated J element-deleted mice using the CRISPR-Cas9 system (Fig. 4a, b)^20^. Mice homozygous for the J element deletion (ΔJ mice) developed normally and were healthy and fertile.

To comprehensively analyze the effects of ΔJ on all the OR genes, we directly compared the gene expression profiles of ΔJ and littermate wild-type mice using exon microarray analysis (Fig. 4c and Supplementary Data 2). 

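Total RNA of the MOE, the nasal tissue that holds the OSNs, was measured in 6 ΔJ and 6 wild-type mice with 1 array per mouse, so each mouse is 1 replicate. The ΔJ group held 3 males and 3 females and the wild-type group 2 males and 4 females. At P33, 1 ΔJ and 2 wild-type mice were taken, and all others at P30. The array (Mouse Gene 1.0 ST) reads each gene with a group of probes spread over its exons, a transcript cluster, called a probe set here. The authors deposited 1 log2 signal for each of 35556 probe sets and each mouse. The submitters' processing notes name Affymetrix Expression Console, and the background correction and summarization are not given in the sources used here. A single gene symbol was available for 21789 probe sets, several symbols for 1621 and none for 12146, which are unnamed here. The median log2 signal of an array was 6.85 to 6.92 in ΔJ mice and 6.83 to 6.96 in wild-type mice. The 75th percentile of each array, 8.40 to 8.56 in ΔJ mice and 8.38 to 8.55 in wild-type mice, was subtracted from its values, which is the percentile shift named in the methods, so every level below is a log2 signal relative to that percentile. Differences between genotypes were tested with limma over the 1213 OR probe sets of Supplementary Data 2, with Benjamini-Hochberg adjustment. A gene was called decreased or increased at a fold change beyond 1.3 and an adjusted p under 0.05. Genes other than ORs were tested over all 35556 probe sets. Probes shared by near-identical OR genes cannot be assigned to one of them, and 11 of the 128 intact class I probe sets carry more than one symbol and are named with all of them. The arrays fell into 2 sets by the spread of their values, replicates 1 to 3 of each genotype with a standard deviation of 2.07 to 2.13 and replicates 4 to 6 with 2.20 to 2.23, and 14998 probe sets differed between the sets at an adjusted p under 0.05 from limma with genotype in the model. Each set holds 3 ΔJ and 3 wild-type mice. The number of mice limits the precision of these values. As a gauge of background, the Y-linked gene with the highest mean in the 7 females, *Kdm5d*, had a mean level of -3.72.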

Of 129 intact class I OR genes analyzed on the microarray, the mRNA levels of 75 genes, including three β-class I and 72 α-class I genes, were significantly decreased in ΔJ mice (fold change < −1.3, *p* < 0.05), whereas the mRNA level of only one α-class I gene, *Olrf653*, located 2.1 Mb from the J element, was increased (fold change > 1.3, *p* < 0.05). 

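Most intact class I genes lost mRNA in ΔJ mice. Of 128 intact class I genes on the array, 73 were lower and 1 was higher. All 3 β-class I genes, *Olfr543*, *Olfr544* and *Olfr545*, fell, and so did 70 of 125 α-class I genes. The measured signal of the 73 decreased genes, background included, was 15.7% to 74.2% of that in wild-type mice, with a median of 57.6%, and 25 of them fell beyond 2-fold. In 63 of the 128 intact genes, all 63 of them decreased, every ΔJ mouse was below every wild-type mouse, and chance separates 6 mice from 6 in either direction in 0.216% of genes. Of all 128 intact genes, 114 were lower within both sets of arrays. The 73 decreased genes were among them, which their selection over the same arrays favours.

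The largest measured log2 fold change, which near background also depends on the wild-type level, was that of *Olfr552* (probe set 10555725), an α-class I gene on chromosome 7 from 102604356 to 102605309 (mm10). Its level was -0.66 ± 0.22 (SD, n = 6) in wild-type mice and -3.33 ± 0.39 (SD, n = 6) in ΔJ mice, a log2 fold change of -2.67 (standard error 0.17, adjusted p = 4.55e-08 from limma), which leaves 15.7% of the wild-type signal.  The β-class I gene *Olfr544* (probe set 10566138), on chromosome 7 from 102484114 to 102485118, went from -1.57 ± 0.12 (SD, n = 6) to -3.40 ± 0.12 (SD, n = 6), a log2 fold change of -1.84 (standard error 0.10, adjusted p = 1.01e-08 from limma). The 2 other β-class I genes had log2 fold changes of -1.17 (*Olfr545*) and -0.69 (*Olfr543*). The log2 fold change was -1.75 in *Olfr657*, -1.71 in *Olfr639*, -1.65 in *Olfr607*, -1.44 in *Olfr582*, -1.42 in *Olfr618* and -1.39 in both *Olfr578* and *Olfr570*. The probe set shared by *Olfr596* and *Olfr603* had a log2 fold change of -1.49. Smaller decreases passed the test in *Olfr33* (-1.19), the probe set of *Olfr584*, *Olfr582* and *Olfr569* (-0.77), the probe set of *Olfr78* and *Olfr560* (-0.74) and *Olfr690* (-0.66). The ΔJ means of *Olfr552*, *Olfr544*, *Olfr657*, *Olfr582*, *Olfr618* and the probe set of *Olfr78* and *Olfr560* lay within the range of Y-linked *Kdm5d* in single females, -4.23 to -3.05. By this gauge they were so near background that their shares of the wild-type signal are upper limits and their decreases lower limits. The same means lay above the female ranges of the Y-linked genes *Uty* (-5.09 to -4.07) and *Eif2s3y* (-5.30 to -4.73). The background of single probe sets was not measured.

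*Olfr653* (probe set 10555875), on chromosome 7 from 104579624 to 104580669 and 2.07 Mb from the J element, rose from -0.13 ± 0.22 (SD, n = 6) to 0.51 ± 0.33 (SD, n = 6). Its log2 fold change was 0.64 (standard error 0.15, adjusted p = 0.0162 from limma), or 156% of the wild-type signal, with 0.77 in the first set of arrays and 0.51 in the second. When adjusted over the list alone, 89 of the 128 intact genes passed an adjusted p of 0.05 in either direction, before the fold change criterion. A fit over every probe set of the array called 44 decreased genes and did not call *Olfr653*, *Olfr692* or the probe set of *Olfr78* and *Olfr560*. *Olfr653* was also not called with the P30 mice only or in the second set of arrays alone.

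**Figure D1:**
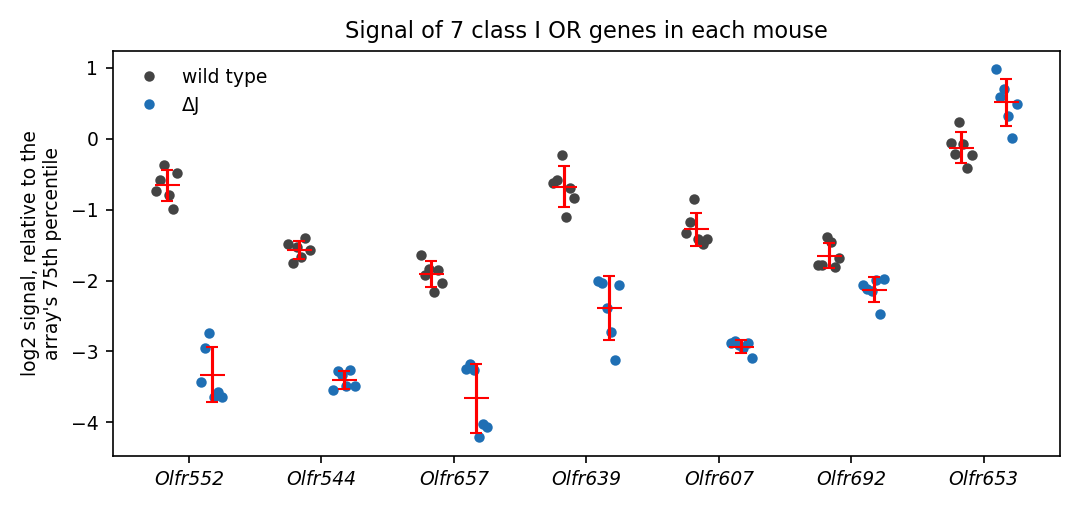
Log2 signal of 7 class I OR genes relative to the 75th percentile of each array. Points are mice (n = 6 per genotype), and red bars are the mean and SD. In *Olfr552*, *Olfr544*, *Olfr657*, *Olfr639*, *Olfr607* and *Olfr692* all ΔJ mice lie below all wild-type mice, and in *Olfr653* the ΔJ mean of 0.51 lies above the wild-type mean of -0.13.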

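Outside the called genes, 10 intact class I genes were lower by more than 1.3-fold without passing the adjusted test, and 44 stayed within 1.3-fold. The 10 were *Olfr568*, *Olfr589*, *Olfr609*, *Olfr619*, *Olfr624*, *Olfr635*, *Olfr641*, *Olfr654*, *Olfr671* and the probe set shared by *Olfr679* and *Olfr681*, with log2 fold changes from -0.65 (*Olfr619*) to -0.39 (*Olfr671*). In the 44 others the log2 fold change ran from -0.35 to 0.26. *Olfr556*, on chromosome 7 from 102669847 to 102670896 (mm10) and 0.159 Mb from the J element, had a level of -1.69 ± 0.28 (SD, n = 6) in wild-type and -1.76 ± 0.40 (SD, n = 6) in ΔJ mice. Its log2 fold change was -0.07 (standard error 0.18, adjusted p = 0.995 from limma), and it ran from -0.15 to 0.05 when each mouse was left out in turn. *Olfr686*, from 105203388 to 105204341 and 2.69 Mb from the J element, had a log2 fold change of -0.11 (standard error 0.18, adjusted p = 0.995 from limma). *Olfr547*, the intact gene next to the J element on the α-class I side, was measured at -4.68 ± 0.18 (SD, n = 6) in wild-type mice, below the level of Y-linked *Kdm5d* in females of -3.72, and its log2 fold change was -0.04. *Olfr658* and *Olfr672* had log2 fold changes of -0.17 and -0.31 and did not pass the test. The number of genes lower without passing depended on the model and the mice, with 1 left when the replicate number was a block and 0 when the array set was. The number rose to 20 without wild-type replicate 1 or 3, 25 with the P30 mice only and 39 with the fit over every probe set.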

The mRNA levels of ten class I genes tended to decrease (fold change < −1.3, *p* > 0.05), and those of 43 genes including two atypical class I OR genes, *Olfr556* and *Olfr686* ^16^, which are exceptionally expressed in the ventral MOE were unaltered. 

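Genes nearer to the J element lost more signal, and decreased genes were present at both ends of the cluster. Within 0.5 Mb of the J element 24 of 30 intact class I genes were decreased, and between 0.5 and 1 Mb 15 of 23. From 1 to 1.5 Mb the count was 19 of 29 and from 1.5 to 2 Mb 4 of 10. Only 2 of 20 genes, *Olfr657* and *Olfr665*, were decreased between 2 and 2.5 Mb, where *Olfr653* was increased, and beyond 2.5 Mb 9 of 16 were decreased. Across the 128 genes, Pearson's r between log2 fold change and the distance of the gene start from the middle of the deletion was 0.419 and Spearman's rho was 0.432 (permutation test of the pairings, two-sided, p = 1e-05 for both, the smallest that 100000 resamples can give; adjusted p = 2.5e-05 over 5 relations). The slope was 0.245 log2 units per Mb. The coefficient was 0.411 in each of the 2 sets of arrays. The mean level over all mice, which a decrease itself lowers, rose with distance too (Spearman's rho 0.257, permutation p = 0.00357, adjusted p = 0.00595). These are correlations across genes, which are not independent replicates. *Olfr692* (probe set 10555919), on chromosome 7 from 105368230 to 105369355 (mm10) and 2.86 Mb from the J element, went from -1.65 ± 0.18 (SD, n = 6) in wild-type to -2.13 ± 0.18 (SD, n = 6) in ΔJ mice. Its log2 fold change was -0.48 (standard error 0.12, adjusted p = 0.0186 from limma), or 71.8% of the wild-type signal, with -0.46 and -0.50 in the 2 sets of arrays. The call of *Olfr692* was lost without wild-type replicate 4 (adjusted p = 0.053 from limma) and in the fit over every probe set. Pearson's r was 0.45 without the genes beyond 2.5 Mb and 0.273 (permutation p = 0.008) without those beyond 2 Mb.

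**Figure D2:**
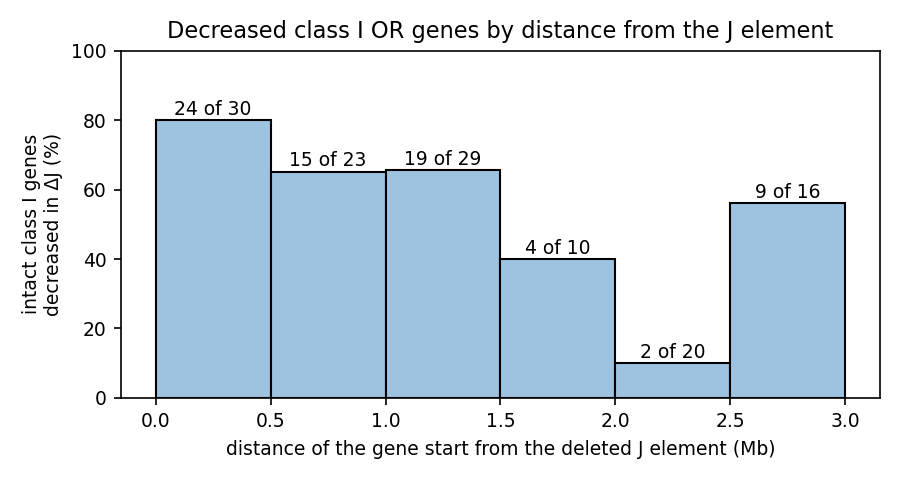
Share of intact class I OR genes called decreased in ΔJ mice (vertical axis, percent) by distance of the gene start from the deleted J element (horizontal axis, Mb, in bins of 0.5 Mb). The numbers over the bars are decreased genes of all intact genes in the bin. The share is 80% in the bin nearest to the J element, 10% between 2 and 2.5 Mb and 56.2% beyond 2.5 Mb.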

Although ΔJ had a slightly graded effect on the expression of class I OR genes that was commensurate with genomic distance, i.e., it decreased the expression of more genes located in proximal positions to the J element (log2-fold change vs. genomic distance from the J element; Pearson correlation coefficient *r* = 0.42, *p* = 9.7 × 10^−7^), ΔJ also affected the expression of *Olfr692*, which is located at the opposite end of the cluster (2.9 Mb from the J element), indicating that the J element exerts an effect over a ~ 3-Mb genomic region that includes the whole cluster. Because there was no significant effect on class II gene expression or on the expression of any of the tested genes other than ORs, the effect of ΔJ was specific to the class I cluster (Fig. 4d and Supplementary Fig. 4).

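Class II genes did not pass the test that called the class I genes, and probe sets of a single non-OR gene did not pass a separate test over all probe sets, in which 44 intact class I genes passed. In that test 2 probe sets that are unnamed here were higher in ΔJ mice, probe set 10342377 (log2 fold change 0.97, adjusted p = 0.0256 from limma) and probe set 10339282 (1.36, adjusted p = 0.0457 from limma). Of 1072 class II probe sets, 0 were called with limma, and at an unadjusted p under 0.05 there were 8, 6 of them higher and 2 lower in ΔJ mice. Unchanged, independent probe sets would give a share near 0.05, and this share was lower. The fit holds genotype as its only term, so the difference between the sets of arrays stays in its error. These low counts are thus weak evidence against a small change. The class II genes with the smallest p were *Olfr1116-ps* (log2 fold change 0.45, adjusted p = 0.162 from limma), *Olfr1367* (0.52), *Olfr1254* (0.37), the probe set of *Olfr190* and *Olfr192* (0.43) and *Olfr1166* (0.35). Of these, *Olfr1116-ps*, *Olfr1367*, *Olfr1254* and *Olfr1166* were near background. Their wild-type means, -3.62 to -3.45, lay within the range of *Kdm5d* in single females, -4.23 to -3.05. The dorsal class II genes *Olfr151* and *Olfr521* had log2 fold changes of -0.07 and -0.08, and *Olfr151*, at -3.82 in wild-type mice, lay below the level of *Kdm5d* in females, where a change could be missed. *Olfr17*, *Olfr19*, *Olfr73* and *Olfr878* had values of -0.14, 0.09, 0.11 and 0.02, the probe set of *Olfr54* had -0.17 and the one that *Olfr54* shares with *Olfr1375-ps1* had -0.07. Without ΔJ replicate 5 the value of *Olfr73* was 0.04. On chromosome 7, which also carries the class I cluster, 0 of 116 class II probe sets were called with limma and 0 had an unadjusted p under 0.05. Of the 116, 92 had a negative log2 fold change (median -0.08), against 662 of all 1072 (median -0.04). This lean was not particular to chromosome 7, with 79 of 96 negative on chromosome 11 and 24 of 29 on chromosome 1 (median -0.08 on each). Chromosome 9 did not show it, with 64 of 140 negative (median 0.01).

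Of 20754 probe sets of a single non-OR gene, limma called 0 at an adjusted p under 0.05, and 424 (2.04%) had an unadjusted p under 0.05, 305 of them lower and 119 higher in ΔJ mice. This share too was below 0.05, and the same limit holds for these counts. The smallest p belonged to *Mroh5* (log2 fold change -0.36, adjusted p = 0.196 from limma), followed by *Tnfsf18* (-0.32), the circadian clock gene *Per1* (-0.35), *Trdn* (-0.43) and the melanocortin receptor gene *Mc5r* (-0.38). Of 9 listed globin genes of the class I cluster only 3 were measured here, and the rest were not tested. Among the 19 non-OR genes measured inside the cluster, these β-globin genes, *Hbb-y*, *Hbb-bh1* and *Hbb-bh2*, had log2 fold changes of -0.18, 0.06 and 0.03. The last became -0.02 without ΔJ replicate 5. In wild-type mice *Hbb-y*, at -3.165, lay within the range of *Kdm5d* in single females and *Hbb-bh1*, at -4.266, below it, where a change could be missed. Among the 238 probe sets of non-OR genes that lie inside the cluster or are the 100 nearest on either side, limma called 0, and 4 (1.68%) had an unadjusted p under 0.05, against 2.05% elsewhere (two-sided Fisher's exact test, p = 1). None of 22 measured genes of a list on OR choice, silencing and feedback passed an adjusted p of 0.05. In that list, *Lhx2* and *Ldb1*, whose proteins act on OR enhancers, had log2 fold changes of 0.00237 and -0.01. Of 16 measured genes of apoptosis, 0 passed the test with limma and 1 had an unadjusted p under 0.05, and *Casp8* and *Casp9* had log2 fold changes of -0.28 and -0.08, the first of which became -0.08 without ΔJ replicate 5.

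With the replicate number as a block, 1 class II gene, *Olfr1367* (adjusted p = 0.00728 from limma), and 1 non-OR gene, *Mc5r* (adjusted p = 0.0235 from limma), were called, and *Olfr1367* was called with the array set as a block too (adjusted p = 0.0361 from limma). *Mc5r* was also called with age as a covariate, and *Mroh5* without ΔJ replicate 1. Because neither class II genes nor the tested genes other than ORs changed significantly, the paper concludes that the effect of ΔJ was specific to the class I cluster. The paper made the deletion in eggs of a hybrid of mouse strains and used backcrossed mice. Whether strain variants linked to the deletion differed between the genotypes was not tested. The counts of non-OR genes near the cluster cannot exclude such variants for class I genes.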

**Fig. 4:**
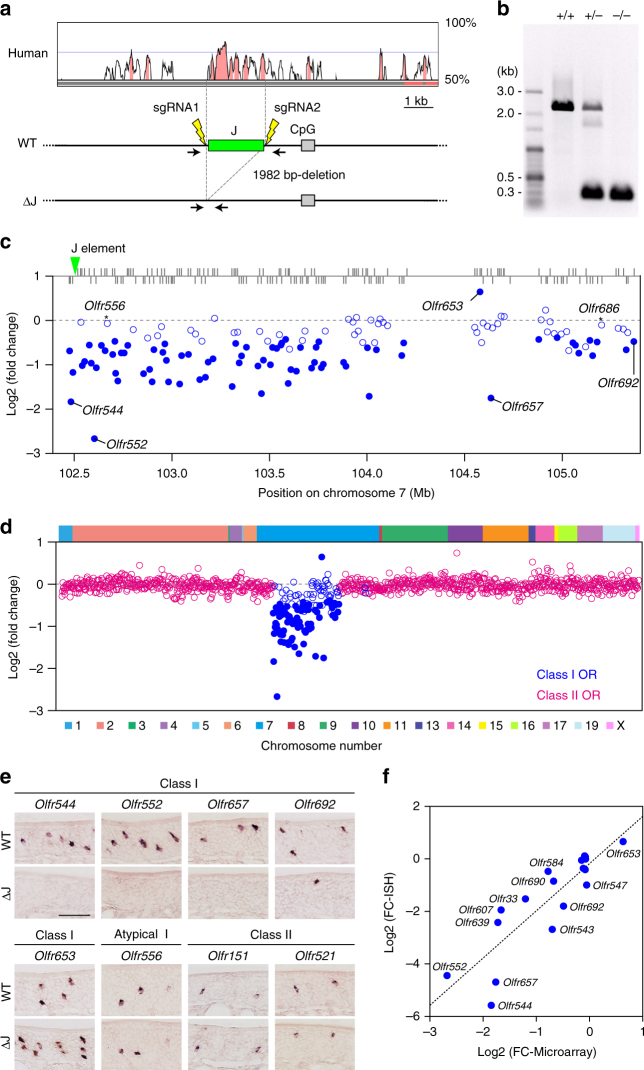
Massive reduction in class I gene expression in ∆J. **a** A targeted deletion of the J element using the CRISPR-Cas9 system. **b** PCR genotyping of wild-type ( + / + ), heterozygous ( + /−), and homozygous (−/−) mice using primers covering the J element. **c**, **d** Microarray analysis of OR gene expression in ΔJ mice. **c** The log2-fold change (FC) values for class I OR genes are shown in the class I OR cluster position. A fold change criterion of 1.3 (decrease or increase) was used. Differentially expressed class I OR genes (*p* < 0.05) are represented by *filled circles* (*n* = 6). Among 129 tested intact class I OR genes within the class I cluster, the expression of 75 class I OR genes is decreased and that of one gene is increased. Pearson correlation coefficient *r* = 0.42, *p* = 9.7 × 10^−7^. **d** The log2 FC values for all tested intact OR genes arranged according to their relative positions along the chromosome (class I, *blue*; class II, *magenta*; *n* = 6). **e** Single-color ISH analysis for five class I OR genes, one atypical class I OR gene, and two dorsal class II OR genes in ΔJ and wild-type mice. The *scale bar* is 50 μm. **f** Correlation between log2 FC values detected by microarray (*horizontal axis*) and ISH (*vertical axis*) for twelve class I, two atypical class I, and four class II OR genes. *n* ≥ 3. Pearson correlation coefficient *r* = 0.87, *p* = 3.6 × 10^−6^

### The J element regulates the probability of OR gene choice

To examine whether the J element regulates the probability of OR gene choice or the level of OR transcripts per OSN, we counted the number of OSNs expressing OR genes in ΔJ and wild-type and (Fig. 4e and Supplementary Table 1). In accordance with the microarray results, the expression of *Olfr544, Olfr552,* and *Olfr657* was nearly abolished. The number of opposite-end class I gene *Olfr692-*expressing OSNs was significantly decreased in ΔJ, whereas in *Olfr653* it was significantly increased. There were no obvious differences in the numbers of OSNs expressing atypical class I gene *Olfr556* and the dorsal class II genes *Olfr151* and *Olfr521*. Because the changes in the number of OSNs that express linked class I genes between ΔJ and wild-type mice are in close agreement with those in mRNA levels (Pearson correlation coefficient *r = *0.87, *p* = 3.6 × 10^−6^; Fig. 4f), the J element, such as the H and P elements^12^, regulates the probability of OR gene choice.

A massive reduction of the expression levels of class I mRNAs in ΔJ mice indicates that the number of class I genes expressing OSNs is decreased. 

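The class I signal as a whole was lower in every ΔJ mouse than in every wild-type mouse. The mean level over the 128 intact class I genes was -1.72 ± 0.16 (SD, n = 6) in wild-type mice and -2.32 ± 0.17 (SD, n = 6) in ΔJ mice. The difference of -0.60 (95% confidence interval -0.81 to -0.39) leaves 66.1% of the wild-type signal as a mean over genes on the log2 scale, background included (exact permutation test over all splits of the mice into 6 and 6, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow). It was -0.58 within the first set of arrays and -0.61 within the second. The summed class I signal, in which bright genes weigh more, was 69.8% of that in wild-type mice (log2 difference -0.52). Class I genes gave 10.1% ± 0.184 (SD, n = 6) of the summed signal of intact class I and class II genes in wild-type mice and 7.54% ± 0.489 (SD, n = 6) in ΔJ mice (the same p in the same exact test). Relative to the class II mean of the same mouse, the class I level was 0.12 ± 0.04 (SD, n = 6) in wild-type and -0.45 ± 0.06 (SD, n = 6) in ΔJ mice.  The ΔJ mouse of replicate 5 had the lowest class I mean, -2.55, and also the lowest mean of a list of mature OSN genes, 2.11 against 2.31 to 2.41 in the other ΔJ mice, and without it the difference was -0.55.

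**Figure D3:**
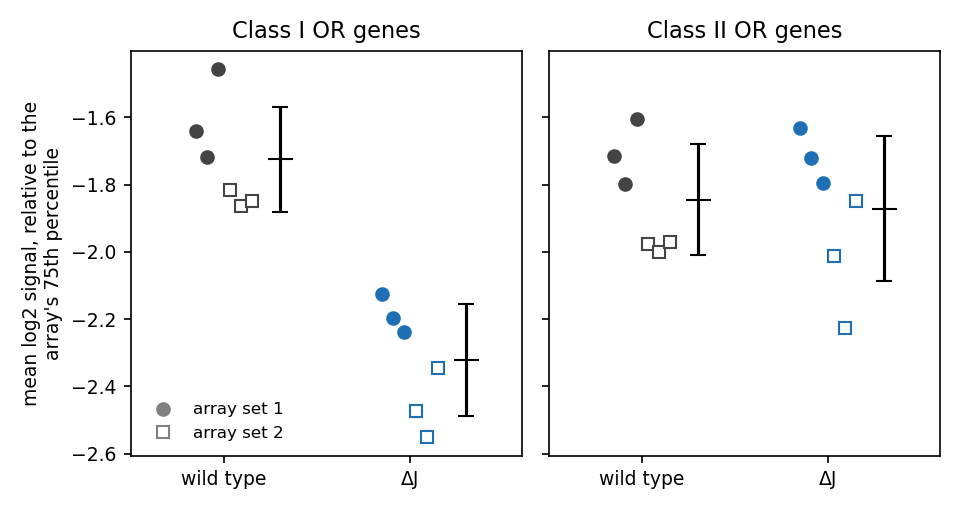
Mean log2 signal, relative to the 75th percentile of each array, over intact class I OR genes (left) and class II OR genes without pseudogenes (right) in each mouse. Filled circles are mice of array set 1 and open squares mice of array set 2, and bars are the mean and SD (n = 6 per genotype). The class I means are -1.72 in wild-type and -2.32 in ΔJ mice, with no overlap between the genotypes, whereas the class II means are -1.84 and -1.87.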

To investigate the fate of the decreased class I OSNs in ΔJ mice, we quantified apoptotic cells in the dorsal MOE using anti-active caspase-3 antibody. There was no significant difference in the number of apoptotic cells between ΔJ and wild-type mice (18.5 ± 4.31, *n* = 3 for wild-type; 19.2 ± 3.97, *n* = 3 for ΔJ; mean ± s.e.m.; unpaired *t*-test, *p* = 0.91), suggesting that the deletion of the J element does not result in cell death. 

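The signal of class II genes did not differ detectably between ΔJ and wild-type mice. Over 991 class II probe sets without pseudogenes, the mean level was -1.84 ± 0.16 (SD, n = 6) in wild-type and -1.87 ± 0.22 (SD, n = 6) in ΔJ mice. The difference of -0.03 has a 95% confidence interval from -0.27 to 0.22, which is 82.7% to 116% of the wild-type signal (exact permutation test, two-sided, p = 0.805). It was -0.01 and -0.05 within the 2 sets of arrays, 0.0052 after quantile normalization, 0.03 relative to the mature OSN list of the same mouse and 0.04 without ΔJ replicate 5, so its sign depends on the scaling and the mice. With the array set as a block the interval ran from -0.17 to 0.11. Class I genes gave only 10.1% of the summed OR signal in wild-type mice and 7.54% in ΔJ mice. Even a full move of the lost class I signal to class II genes would lie inside both intervals. The comparison thus cannot tell whether OSNs switched to class II genes. None of 24 measured genes of a list of mature OSNs passed an adjusted p of 0.05 with limma and 1 probe set had an unadjusted p under 0.05. Their mean differed by -0.06 (exact permutation p = 0.303), with -0.12 in the second set of arrays, which holds the ΔJ mouse of replicate 5, and 0.01 in the first. The values of *Omp*, the marker of mature OSNs, and of *Gnal*, the G protein subunit of odorant signaling, were 0.04 and -0.15. Of 20 immature OSN genes, 0 passed the test with limma and 2 probe sets had an unadjusted p under 0.05. *Gap43*, a growth cone protein gene of immature OSNs, had a log2 fold change of 0.18 and *Gng8* one of -0.14. As a set, the immature OSN genes were higher in ΔJ mice than other probe sets (mean log2 fold change 0.04, adjusted p = 0.0142 from limma's camera with a preset correlation of 0.01), and this was not so with an estimated correlation (adjusted p = 0.0863 from camera) or after quantile normalization (adjusted p = 0.125 from camera).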

Because there was no significant effect of ΔJ on class II genes expression, it is conceivable that OSNs that fail to express class I genes by ΔJ arrest neuronal differentiation rather express class II genes as secondary choice. Although the decreased number of class I OSNs might result in a thinner dorsal MOE, there was no morphological difference in the dorsal MOE between ΔJ and wild-type mice. Because OSNs expressing class I and class II genes are intermingled within the dorsal MOE, the reduction in the number of class I OSNs could not be detected morphologically.

### The J element operates in *cis*

Next, we examined the *cis*-regulatory effects of the J elements on linked class I genes. By crossing Olfr545-IRES-tauGFP homozygous mice^21^ with ΔJ heterozygous (J/ΔJ) mice, we generated two different Olfr545-IRES-tauGFP heterozygous mice in which the GFP-tagged *Olfr545* allele carries an intact J and the GFP-untagged allele carries either an intact J or a mutant ΔJ (Fig. 5a). In Olfr545-IRES-tauGFP heterozygous mice with an intact J (J/J), the co-expression rate of *GFP* with *Olfr545* was 54.3% (*n* = 3), supporting monoallelic and mutually exclusive expression of the tagged and untagged alleles (Fig. 5b). In ΔJ heterozygous mice (J/ΔJ), all the *Olfr545*-positive cells were *GFP*-positive (co-expression rate of 100%, *n* = 3), indicating that deletion of the J element abolished expression of *Olfr545* in *cis*. The intact J allele could not rescue the expression of *Olfr545* of the mutant ΔJ allele in *trans*; thus, the J element operates in *cis*.

**Fig. 5:**
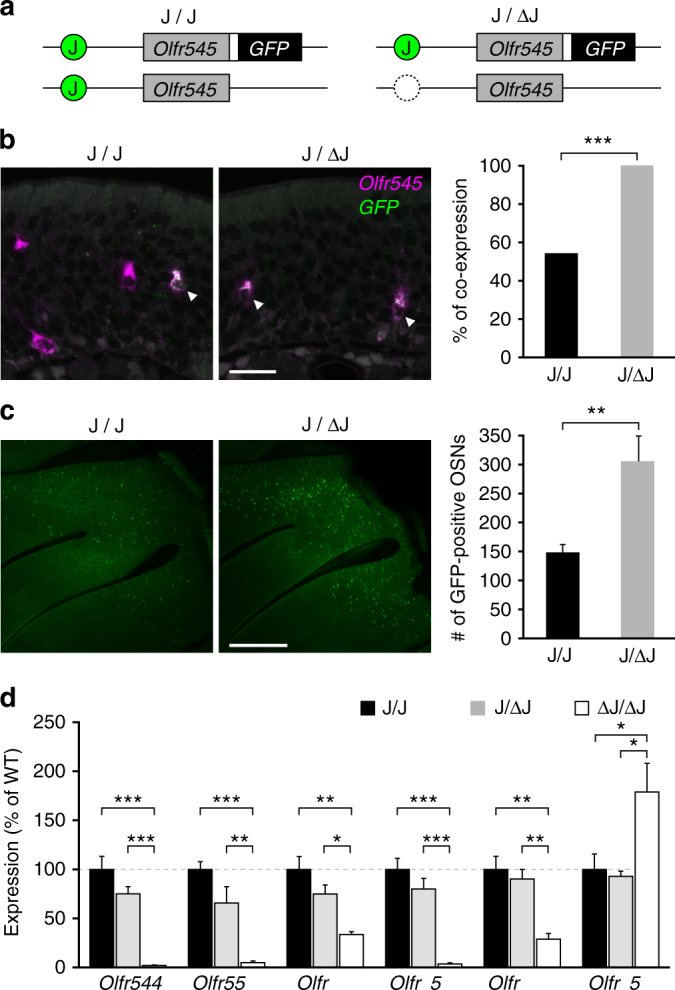
Deletion of the *trans* J element increases expression frequency from the intact J allele. **a** Schematic illustrations of the *Olfr545* alleles of mice used in **b** and **c**. One allele contains the intact J element and tauGFP-tagged *Olfr545*, and another allele contains the intact or deleted J element and untagged *Olfr545*. The *white box* represents the *IRES* sequence. **b** Confocal images of two-color ISH for *Olfr545* (*magenta*) and *GFP* (*green*). The *bar graph* shows the percentage of co-labeled cells: 124 co-labeled cells and 107 *Olfr545* single-positive cells in J/J (54,3%, from 3 mice), 213 co-labeled cells and no *Olfr545* single-positive cells in J/ΔJ mouse (100%, from 3 mice). The intact J element of the GFP-tagged wild-type allele did not rescue the defective phenotype of *Olfr545* expression from the mutant allele. The *scale bar* is 20 μm. Fisher’s exact test; *p* < 2.2 × 10^−16^, ***p < 0.001. **c** Whole-mount confocal images of the turbinate. The *bar graph* shows the numbers of GFP-positive OSNs on the medial face of the turbinate in half-head. The number of GFP-labeled OSNs of J/ΔJ is ~ 2 times larger than in J/J mice. The *error bars* represent the mean ± s.e.m. (*n* = 6 for J/J, *n* = 5 for J/ΔJ). The *scale bar* is 500 μm. Unpaired *t*-test, *p* = 0.0046, **p < 0.01. **d** Percentage of OSNs expressing class I genes in ΔJ heterozygous (J/ΔJ) or homozygous (ΔJ/ΔJ) mice compared to wild-type (J/J, set as 100%). The *error bars* represent the mean ± s.e.m. (*n* ≥ 4). One-way ANOVA in each *Olfr* probes. Tukey’s post hoc multiple comparisons test shows significant difference between indicated conditions. *p < 0.05, **p < 0.01, ***p < 0.001. Quantification data are summarized in Supplementary Table 2

### Allelic exclusion depends on the activity of the J element

Each OSN expresses only one OR gene in a monoallelic and mutually exclusive manner. If allelic exclusion of the OR gene occurs in a stochastic manner at the gene level, in theory each allele is expressed in ~ 50% of the OSNs that express a given OR gene. Indeed, in ΔH and ΔP heterozygous mutant mice, the expression frequencies of class II genes linked to these elements were reduced to ~ 50% of those of wild-type mice^10–12^. We asked whether a similar effect of the ΔJ heterozygous mutation on the expression frequency of class I genes is observed. We quantified the number of GFP-positive OSNs in Olfr545-IRES-tauGFP heterozygous mice with either an intact J (J/J) or a heterozygous ΔJ mutation (J/ΔJ) background in whole-mount specimens (Fig. 5a–c). Unexpectedly, the number of GFP-positive cells in J/ΔJ was nearly double that in J/J (148 ± 13.8, *n* = 6 for J/J; 306 ± 43.5, *n* = 5 for J/ΔJ; mean ± s.e.m.), indicating that expression of the GFP-tagged *Olfr545* allele with the intact J increased two-fold in J/ΔJ.

To further confirm this observation, we quantified the number of OSNs expressing other class I OR genes by ISH. If the expression frequency from the intact J allele did not increase in J/ΔJ, the number of OSNs expressing class I OR genes would be reduced to ~ 50% of the sum of the number of wild-type (J/J) and ΔJ homozygous mice (ΔJ/ΔJ). However, there was no significant difference in the number of class I genes expressing OSNs in J/J and J/ΔJ mice (Fig. 5d and Supplementary Table 2). These results support the idea that the frequency of class I gene expression from the intact J allele increases to complement the loss or reduction of class I gene expression from the ΔJ allele. In other words, the allelic exclusion of class I genes is not solely established by a stochastic choice of a single class I allele but depends on the activity of the J element.

### Conserved sequence motifs in the J element

Finally, we analyzed the conserved sequence motifs in the J element. In the class II enhancers, the H and P elements contain conserved sequence motifs of multiple homeodomain sites and neighboring O/E-like sites that are essential for their enhancer activities^10, 22, 23^. To examine conserved sequence motifs in the J element, we scanned the mouse J sequence and found several homeodomain sites and O/E-like sites (Fig. 6a). Intriguingly, the homeodomain and O/E-like sites were clustered within the 430-bp region that corresponded to the highest homology region between the mouse and human J elements (hereinafter referred to as the core J element). This motif organization of multiple homeodomain sites and a neighboring O/E-like site is similar to that found in the H and P elements (Fig. 6a), suggesting that the sequence motifs in the J element also have a critical role in class I OR gene expression.

**Fig. 6:**
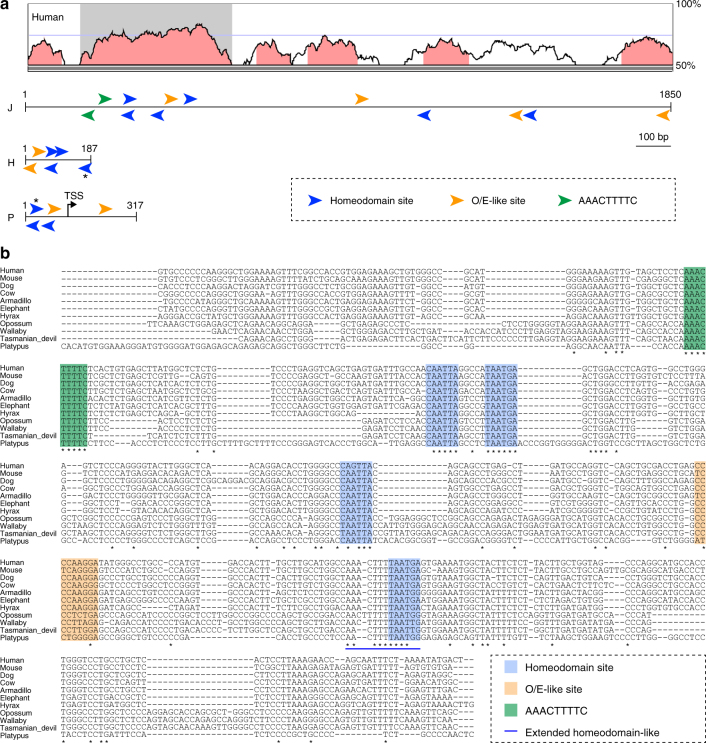
Conserved sequence motifs in the J element. **a** Schematic illustration of putative binding motifs of the homeodomain site (TAATKR; *blue arrowheads*), an O/E-like site (YYYCARRRR; *orange arrowheads*), and a class I-specific conserved motif, the AAACTTTTC site (*green arrowheads*) in the J, H, and P elements in mice. The *asterisks* represent the extended homeodomain site (5′-AACTTTTTAATGA-3′). The orientation of the motifs on either DNA strand is represented by arrowheads pointing in different directions. The VISTA plot between mouse and human is shown at the *top*. The *shaded box* represents the core J element with highest homology; it contains multiple conserved motifs. **b** Multiple alignment of a 430-bp sequence, the core J element (*shaded box* in **a**), from eleven mammals, including placental and aplacental mammals. Comparison of the sequences reveals six stretches of homology, which are indicated by *colored boxes*: one AAACTTTTC sequence (*green box*), four potential homeodomain sites (*blue*), and one O/E-like site (*orange box*). The *blue line* depicts a stretch of additional sequence homology upstream of the homeodomain called the extended homeodomain-like site

Because class I ORs exist not only in placental mammals but also in marsupials and monotremes, it is possible that functional motifs in the core J element are conserved in all mammals from humans to the platypus. By focusing on the 430-bp core J element, we further analyzed conserved sequence motifs among mammals by constructing hidden Markov models (HMM). Using HMM, the top hit sequence was obtained from four aplacental mammalian genomes, including three marsupials (opossum, wallaby, and Tasmanian devil) and a monotreme (platypus). The obtained genomic sequences were orthologous to the core J element as shown by the fact that they resided near the β-class I OR genes, *Stim1* and *Rrm1* as in the placental mammals. Alignment of the core J element sequence in eleven mammalian species revealed following conserved motifs (Fig. 6b), four homeodomain sites, a neighboring O/E-like site, and a conserved sequence motif (5′-AAACTTTTC-3′). The 5′-AAACTTTTC-3′ motif that was perfectly conserved among the analyzed mammalian genomes was not present in the H and P elements but was specific to the J element, suggesting that this motif may be responsible for the characteristic features of class I gene expression. Identification of factors that bind to the class I-specific conserved sequence motifs will further unveil molecular mechanisms underlying J-element dependent class I OR gene expression.

## Discussion

The present study identified a *cis-*regulatory element for class I OR genes. Compared with the deletions of class II OR enhancers of ΔH, ΔP, and ΔLipsi, which affect the expression of 7–10 class II genes within a ~ 200 kb genomic range^10–12, 14^, the impact of ΔJ is much larger both in terms of number of genes (75 genes) and genomic reach (~ 3 Mb). Moreover, the J element regulates the class I gene expression of much larger number of genes and over a much greater genomic distance than any other known enhancer elements, e.g., the largest number was ~ 30 genes of the cluster control region for the protocadherin-β cluster and some protocadherin-γ genes^24, 25^, and the longest genomic distance was ~ 1.3 Mb of 3′ enhancer element for the protooncogene *Myc* ^26^. Thus, our experiments demonstrate the existence of a long-range enhancer element for the class I cluster. The mechanisms underlying the differential impact of the enhancer activity of the J element and the class II enhancers are unknown. One possible explanation for a long-range regulation of the J element is that class I genes throughout the cluster can be accessible by the J element, which is established by the organization of 3D chromatin structure of this locus. The probability of class I OR gene choice depends on 3D chromatin structure rather than linear genomic distance.

The J element was not listed in the original catalog of 35 OR enhancers that were identified based on the commonality of specific epigenetic signatures associated with the H element^14^. Therefore, the J element may have epigenetic modifications that differ from those of class II enhancer elements. Indeed, meta analysis of the sequencing data of GSE55174 and GSE52464 (Gene Expression Omnibus) used to identify 35 OR enhancer elements^14^ reveals that epigenetic landscape of the J element is different from previously characterized enhancer elements for class II genes (Supplementary Fig. 5). In addition, the level of constitutive heterochromatin (H3K9me3 and H4K20me3) is lower at class I loci than at class II loci^6^. These observations suggest that differential epigenetic modifications of both the J element and class I OR loci may contribute to the long-range enhancer activity of the J element.

Although ΔJ results in a massive reduction in class I OR gene expression, the extent of reduction of gene expression in ΔJ differed among the cluster, and the expression of 43 class I genes was not affected. In addition, an increase in the expression of one gene was observed in ΔJ. These results suggest that the J element is not solely responsible for class I OR gene expression and that at least one additional enhancer element for the class I locus exists. One of the candidates for such an additional enhancer is the Milos element listed in the catalog of OR enhancers, which resides inside the class I cluster located 0.9 kb telomerically from the J element. Although its conservation index is low, the Milos element is conserved in all placental mammals (Supplementary Fig. 3b). Alternatively, because ΔJ has a slightly graded effect on the expression of class I OR genes commensurate with genomic distance, an additional enhancer element may be located on the telomeric side of the cluster.

During evolution, class I genes have been retained in a single cluster on a single chromosome in all mammalian species analyzed to date. Why the class I genes did not migrate outside of the cluster has remained a mystery in OR evolution. Because the J element regulates most class I genes at the cluster level, we propose a hypothetical model that accounts for the single class I cluster in which a single or a limited number of enhancer elements governs the expression of class I OR genes at the cluster level. Because duplication and translocation of a given gene without a *cis-*regulatory element would result in failure of that gene’s expression, the presence of such an element might suppress the duplication/translocation of class I OR genes to positions outside the cluster. In accordance, previous genome sequence analysis demonstrated that class I genes show a significantly lower evolutionary rate and a significantly smaller number of gene gains and losses than class II OR genes^5^.

Interestingly, two class I genes, *Olfr503* and *Olfr504*, are exceptionally identified outside the class I cluster only in the mouse genome (Supplementary Fig. 6a)^13^. The *Olfr503* and *Olfr504* genes reside tandemly in the class II cluster of P-telomeric, which is 3 Mb from the telomeric end of the class I cluster. Because of their extremely high nucleotide identities to two neighboring class I genes, *Olfr658* and *Olfr657* (*Olfr503*: 97% identical to *Olfr658*; *Olfr504*: 96% identical to *Olfr657*), the *Olfr503* and *Olfr504* genes were probably duplicated from the class I cluster. However, the expression of *Olfr503* and *Olfr504* was not detected or barely detected in MOE transcriptome analysis (FPKM = 0.00–0.03)^27^ and in RT-PCR analysis (Supplementary Fig. 6b), suggesting ongoing pseudogenization of these genes. These observations support our hypothesis that class I genes must reside within the cluster for their proper expression.

Our genetic experiments revealed that the J element operates in *cis* in a similar manner to the H and P elements. In Δ*H* and Δ*P* heterozygous mutant mice, the expression of class II genes linked to these elements was reduced to ~ 50% of that of wild-type mice^10–12^. By sharp contrast, the deletion of the *trans* J element increased the expression frequencies of class I genes from the intact J allele. Our interpretation of this interesting phenomenon is that there is a fixed population of OSNs that restricted to choosing the class I repertoire prior to first choice (Fig. 7). For the class I OSN population, the expression of class I genes is regulated by the J element or by a limited number of enhancer elements including the J element. The phenotype of the ΔJ heterozygous mutation is complemented by the biased choice of intact J element and/or a limited number of functionally related elements to fill in the class I population. In contrast, there exist many enhancer elements in the class II OSNs population. ΔH and ΔP heterozygous mutations are probably complemented by alternative choice of other functional enhancers from the repertoire of class II enhancers spread over almost all chromosomes and thereby caused to express other class II genes to fill in the class II population (Fig. 7). In this scenario, the intact H or P element allele can become active, but its probability of choice is not biased by dilution of the choice of other class II enhancers.

**Fig. 7:**
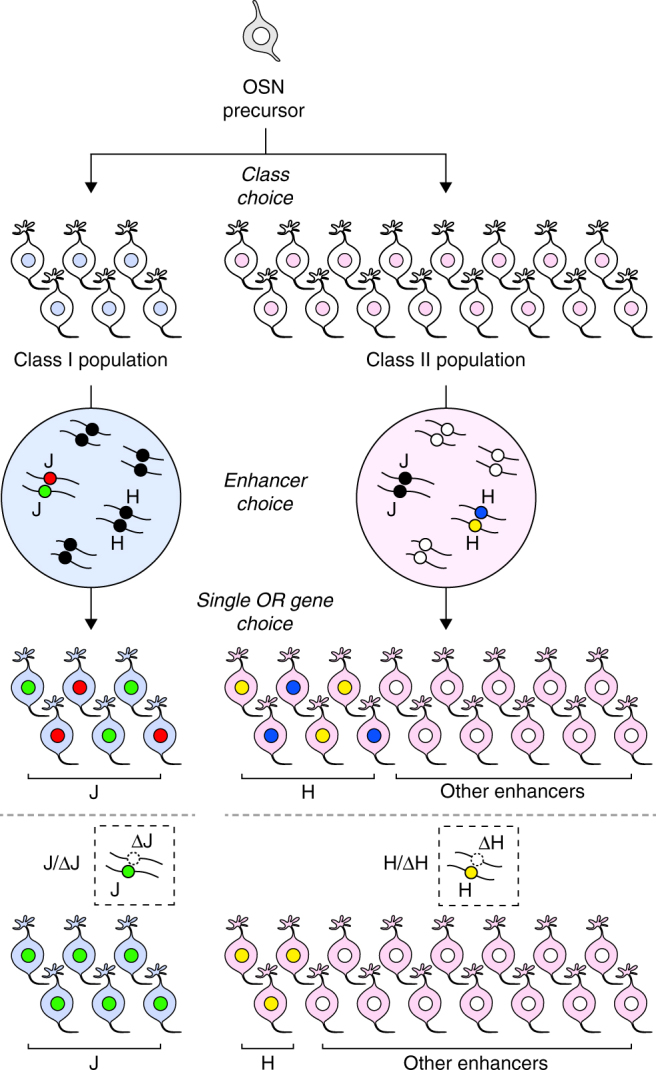
Model for the enhancer-dependent process of the singular OR gene expression. OSNs are fated to express a single OR gene from the repertoire of class I or class II genes to produce fixed populations of class I (*blue*) and class II OSNs (*magenta*). Subsequently, a functional OR enhancer is chosen according to the OSN fate to open up local chromatin structure to orchestrate the first step of OR gene choice. Class I OSNs activate one enhancer allele of the J element (*green* or *red circle*) or of a limited number of enhancer elements. By contrast, class II OSNs select one element from the class II enhancer repertoire spread over most chromosomes (*white circle*, H element is colored in *yellow* or *blue*). The selected enhancer element chooses one functional OR allele to express. In ΔJ heterozygous mutation, the intact J element allele (*green*) is activated to complement the ΔJ allele to fill in the class I OSN population. In class II enhancer (e.g., ΔH) heterozygous mutation, an intact element is selected randomly from the class II enhancer repertoire spread over chromosomes. In consequence, the expression of the H element linked OR genes are reduced to ~ 50%

A similar phenomenon was reported in gene-targeted mice with a cluster deletion of trace amine–associated receptor (TAAR) genes; in these animals, the number of neurons expressing a given TAAR gene doubled when one copy of the TAAR cluster was removed^28^. The authors argued that there is a fixed population of neurons that is restricted to express TAARs. Although it is not known whether the cluster deletion of TAAR genes also deletes their enhancer element/elements, our results clearly demonstrate that singular class I gene expression is not solely established by the stochastic choice of a single class I allele; rather, it orchestrates with the activity of the linked enhancer element. It is conceivable that the allelic exclusion observed for class I genes is simply a result of the J-dependent activation of a single functional class I allele. Therefore, we propose a model of the enhancer-dependent process that results in singular OR gene expression in which (1) OSNs are fated to express a single OR gene from the repertoire of class I or class II genes^21^ to produce fixed populations of class I and class II OSNs; (2) a functional enhancer element is chosen according to the OSN fate in a stochastic and MOE region-specific manner; and (3) a selected enhancer element chooses a single OR gene to express (Fig. 7). Our model is compatible with the model proposed by Magklara et al. in which the singular OR gene is chosen by stochastic escape from heterochromatic silencing^6, 29^, if the process of stochastic escape should orchestrate with the choice of a functional enhancer element.

## Methods

### Mice

All mice were housed in standard conditions with a 12 h light/dark cycle, and access to food and water ad libitum. Mutant and wild-type mice at 4–6 weeks old of either sex were used for analyses. All mouse studies were approved by the Institutional Animal Experiment Committee of the Tokyo Institute of Technology, and were performed in accordance with institutional and governmental guidelines. Olfr545-IRES-tauGFP mice were generated as described previously^21^.

Transgenic mice carrying Tg-220 and its deletion series were generated with a standard pronuclear microinjection protocol^30^. The purified transgenes were microinjected into the pronucleus of B6C3F1 (C3H/HeSlc male × C57BL/6NCrSlc female, Japan SLC, Inc.) mouse zygotes. To obtain B6C3F1 zygotes, over 4 weeks old B6C3F1 female mice were treated with superovulation, and then mated with adult B6C3F1 male mice. Olympus IX-71 microscope equipped with the micromanipulator transgenic system (Narishige) and FemtoJet system (Eppendorf) were used for microinjection. Injected eggs were transferred to the oviducts of pseudopregnant female ICRs (over 6 weeks old, Japan SLC, Inc.). The founders were screened by PCR with the three primer sets that specifically amplified the internal (*EGFP*) and left (*SacB*) and right (*CmR*) ends^17^ (Supplementary Table 3).

For the J13k-gVenus and J-gVenus Tg mice, the *Tol2* cytoplasmic microinjection method^30^ was used. Briefly, the *Tol2* transgene plasmids were purified by phenol-chloroform extraction and ethanol precipitation, and then dissolved a TG buffer (10 mM Tris-HCl of pH 8.0; 0.1 mM EDTA) prepared with DEPC-treated water. *Tol2* transposase mRNA was synthesized in vitro using the NotI-linearized pCS-TP with the mMESSAGE mMACHINE SP6 Kit (Thermo Fisher Scientific), in accordance with the manufacturer’s instructions. DNA solution containing 20 ng per μl circular *Tol2*-trangene plasmid and 25 ng per μl transposase mRNA was injected into the cytoplasm of fertilized eggs. To obtain F1 mice and establish Tg lines, some founder mice were crossed with adult C57BL/6NCrSlc mice (Japan SLC, Inc.). J13k-gVenus Tg line #14 and J-gVenus Tg line #17 were used.

The J element was deleted using the CRISPR-Cas9 genome editing technique with a circular plasmid injection method^20^ using pX330 vector (Addgene# 42230)^31^. Two gRNAs were designed at upstream and downstream of the J element, using Zifit (http://zifit.partners.org/ZiFiT/) and blastn programs to reduce potential off-targets. The oligonucleotide sequences for gRNAs were 5′-CACCGTCTCATTGCCACCCGGATGA-3′ (gRNA1 sense), 5′-AAACTCATCCGGGTGGCAATGAGAC-3′ (gRNA1 antisense), 5′-CACCGCCCCTCCACCGTACTTGCA-3′ (gRNA2 sense), and 5′-AAACTGCAAGTACGGTGGAGGGGC-3′ (gRNA2 antisense). The plasmids expressing *hCas9* and sgRNA were prepared by ligating oligos into BbsI site of pX330. For the targeted deletion of the J element, the two pX330 plasmids mixture (2.5 ng per μl each) were coinjected into pronuclei of B6C3F1 fertilized eggs by the same method generating Tg mice. By screening the deletion allele by PCR and DNA sequencing using primers flanking J region (Supplementary Table 3), we obtained three independent founder mice from 19 candidate mice. All potential off-target sites identified as exactly 12 bases matches at the 3′ end of gRNA sequences with the PAM sequence (NGG) were analyzed by direct sequencing of genomic PCR products, and confirmed that there were no indel mutations (Supplementary Table 4). 

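The deletion covers chromosome 7 from 102509690 to 102511671, 1982 bp, and overlaps 0 annotated genes in the RefSeq annotation of GRCm38.p6 (mm10), so it is intergenic. The core J element of 430 bp, from 102509921 to 102510350, lies inside it and begins 231 bp after its first base. On the β-class I side, the long noncoding RNA gene *Gm38627* ends 3264 bp before the deletion, and the protein-coding genes *Olfr545*, *Olfr544* and *Olfr543* follow at 14916, 21382 and 31787 bp. On the α-class I side, the pseudogene *Gm8556* begins 1408 bp after the deletion and overlaps the pseudogene *Olfr546-ps1*, which begins at 9018 bp. *Olfr547* is the first protein-coding gene on this side, at 23077 bp, and the pseudogene *Olfr548-ps1* begins at 30266 bp. No OR probe set of Supplementary Data 2 lies in the deleted sequence, and the positions of the other probe sets relative to it were not checked.

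**Figure D4:**
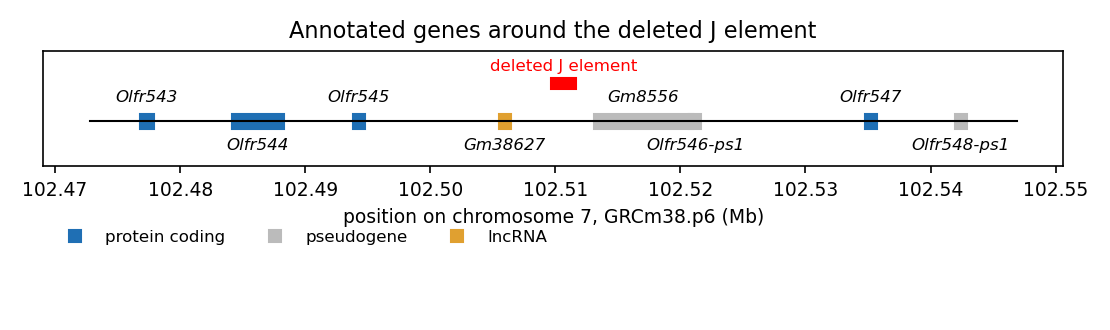
Genes annotated around the deleted J element on chromosome 7 (horizontal axis, position in Mb, GRCm38.p6). Boxes are drawn to scale along the axis, blue for protein-coding genes, grey for pseudogenes and orange for a long noncoding RNA gene, with the deletion in red. The gaps to the nearest genes are 3264 bp (*Gm38627*) and 1408 bp (*Gm8556*).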

We backcrossed one founder to C57BL/6NCrSlc mice (Japan SLC, Inc.), and established ΔJ mice line #8 with a 1982 bp full deletion (mm10, chr7: 102,509,690 - 102,511,671) of the J element. Second backcross generation of ΔJ heterozygous mice were used for the microarray analysis, and second and third backcross generations were used for ISH.

### Transgene construction

Deletion of the upstream region of Tg-220 was performed in the *B. subtilis* genome (BGM) vector system^17^. The BAC plasmid p108BGMC containing a *cat* gene for *B. subtilis* was used to construct upstream deletion plasmids. Homology arms were amplified by KOD plus DNA polymerase (Toyobo) using the RP23-61O11 BAC clone as a template. The 1.2 kb homology arms homologous to -79 (Tg-U79), -29 (Tg-U29) or -16 kb (Tg-U16) position of Tg-220 were cloned into p108BGMC as HindIII–BamHI fragments. All deletion plasmids were linearized with BamHI, and used for transforming the BGM clone carrying Tg-220. The transformants were screened with chloramphenicol (5 μg per ml). Transformation of *B. subtilis* and purification of the transgenes were performed as described elsewhere^17^. Briefly, *B. subtilis* was routinely grown in 1–5 ml Luria-Bertani (LB) broth at 37 °C by rotating ( > 50 r.p.m.) or shaking (200 r.p.m.). Antibiotic Medium 3 (Difco) was used for the selection of the BGM transformants. For transgene extraction, genomic DNA carrying the transgene in an agarose plug was prepared, digested with I-PpoI and resolved by contour-clamped homologous electric field gel electrophoresis in a 1% (w/v) agarose gel using sterile 0.5 × TBE. The separated transgene band was concentrated in 4% (w/v) agarose by conventional electrophoresis with 0.5 × TBE. The excised concentrated transgene band was placed in a prepared dialysis tube hydrated with 0.5 × TBE, and the transgene was electroeluted. The eluate was dialyzed with injection buffer (10 mM Tris–HCl (pH 8.0), 0.1 mM EDTA, 100 mM NaCl) at 4–6 °C overnight. Primer sequences are summarized in Supplementary Table 3.

To construct transgenes for J13k-gVenus and J-gVenus, the 2.4 kb fragment homologous to the 5’ end and the 0.9 kb fragment homologous to the 3′ end of the 13 kb region were subcloned into pBluescript II SK( + ) vector (Stratagene) as SalI-BamHI and BamHI-XbaI fragments, respectively. Both fragments have an endogenous PacI site. The 10 kb PacI fragment from the RP23-61O11 BAC clone was inserted into the subcloned plasmid to generate the full-length 13 kb genomic region as a SalI-XbaI fragment. The 13 kb fragment and the 3.8 kb NcoI fragment including the J element were inserted into a reporter vector, which is a modified pBluescript II SK( + ) vector containing the *gapVenus-pA* fragment and the PCR-amplified *Olfr544* promoter fragment (~ 870 bp upstream of TSS plus ~ 40 bp of noncoding exon). For *Tol2*-transposon mediated transgenesis, the transgenes were transferred to a *Tol2* donor plasmid, pTol2-EPA vector, which was constructed by inserting a linker containing EcoRI, AscI and PacI sites between SalI and BglII sites of the HSF51 vector (provided from Dr. H. Nishihara). The *Olfr544* promoter, the 5’-end and 3’-end fragments of the 13 kb region were amplified by PrimeSTAR HS DNA polymerase (TaKaRa) using the BAC clone as a template.

### Transient reporter assay in zebrafish

Transient reporter assay in zebrafish was performed as described previously^32^. To generate J-hspGFF driver construct, a PCR-amplified 1.9 kb J element was cloned into pT2KhspGFF modified vector, which contains *hsp* basal promoter a modified GAL4 transcription activator and *Tol2* transposon elements. DNA solution containing 20 ng per μl J-hspGFF plasmid DNA and 20 ng per μl *Tol2* transposase mRNA was injected into one-cell-stage fertilized eggs of *UAS:GFP* line (kindly provided by Dr. K. Kawakami). Bright field and GFP fluorescence images were taken with Leica FLUOII fluorescent stereomicroscope.

### Nucleotide percent identity plot

The nucleotide sequence of an approximately 220 kb mouse genomic region of Tg-220 (RP23-61O11, Accession#: AC102535) was compared with those of the class I OR cluster region in other species by using the web-based VISTA program (http://genome.lbl.gov/vista/mvista/submit.shtml)^33^. The Shuffle-LAGAN for the alignment program and the following settings of VISTA parameters were used; conservation identity: 70%; calculation window and minimal conserved width: 100 bp. Because the class I OR gene cluster and non-OR genes (*Stim1* and *Rrm1* outside the cluster, and *Trm21* inside the cluster) compose a syntenic region among mammals, 2 Mb genomic sequences from *Stim1* locus to the class I OR gene cluster, which is maximum length to submit, were used to analyze homology among mammalian species. Following sequences were compared; mouse (*Mus musculus*, mm10) chromosome 7: 102,410,377–102,630,379; human (*Homo sapiens*, hg38) chromosome 11: 3,855,702–5,855,701; rhesus macaque (*Macaca mulatta*, rheMac8) chromosome 14: 61,564,147–63,564,146; horse (*Equus caballus*, equCab2) chromosome 7: 71,934,503–73,934,502; dog (*Canis familiaris*, canFam3) chromosome 21: 26,394,689–28,394,688; cow (*Bos taurus*, bosTau8) chromosome 15: 50,049,269–52,049,268. Repetitive elements of the mouse sequence were masked with RepeatMasker on the VISTA server.

For zebrafish (*Danio rerio*, danRer10), a 2 Mb genomic region containing all five β-ORs (*or112*, *or113*, and *or114* subfamilies)^34^ was used; chr15: 4,355,001–6,355,000. For frog (*Xenopus tropicalis*, xenTro9.0), a 556 kb scaffold fragment containing all 14 β-ORs^19^, one α-OR, and *Rrm1* was used; scaffold_147: 1–555,726. For high-sensitive detection, calculation window and minimal conserved width were set to 50 bp.

### The extent of conservation of the J element

We compared the nucleotide sequences of a region syntenic to the enhancer elements in another species’ genome. The genomic regions from each pairwise alignment were extracted according to the coordinates in the mouse genome for each of the 36 enhancers (the 35 + J elements) for the tested seven placental mammalian species. The following whole-genome pairwise alignments between mouse (mm10) and another species were obtained from the web site of USCS Genome Informatics (http://hgdownload.soe.ucsc.edu/downloads.html): mouse-human (hg38), mouse-guinea pig (cavPor3), mouse-rabbit (oryCun2), mouse-horse (equCab2), mouse-dog (canFam3), mouse-cow (bosTau8), and mouse-elephant (loxAfr3). Because the coordinates of the 35 enhancer elements in Supplementary Table 2 of Markenscoff-Papadimitriou et al. are based on the mouse genome version mm9^14^, we first converted them into those based on mm10, and then extracted the genomic regions from each pairwise alignment according to the coordinates in the mouse genome for each of the 36 enhancer elements including the J element. If the syntenic region of a given enhancer element was not found in at least one of the seven pairwise alignments, the enhancer was eliminated from further analysis as a poorly conserved sequence. The coverage is calculated as *A* / *L*, where *L* is the length in nucleotides of a given mouse enhancer element and *A* indicates the number of nucleotides aligned to the other species’ genome within the enhancer element. The identity represents the ratio of identical nucleotides (among the aligned nucleotides) between two species.

Next, we asked whether the conserved elements in the non-mouse genomes are also located close to an OR gene/cluster. Here, we considered only enhancer elements that have an OR gene within 1 Mb on the same chromosome or on the same scaffold. For this purpose, we examined the OR gene nearest the conserved elements in each of the seven mammalian genomes for each of the 21 enhancer elements (Supplementary Data 1). To evaluate the level of conservation in terms of both length and identity, we defined the conservation index by multiplying the percentage coverage by the nucleotide identity: (coverage [%] × identity [%])/100.

### Analysis of wholemount specimens

Fluorescent images of endogenous EGFP and Venus signals in whole-mount specimens were taken with Olympus SZX10 fluorescent stereomicroscope with a DP71 digital CCD camera and Leica SPE confocal microscope. Confocal images were collected as z-stacks and projected into a single image for display. Images were adjusted and merged using Photoshop CC (Adobe). To quantify EGFP-tagged *Olfr545* expressing OSNs in Olfr545-IRES-tauGFP heterozygous mice at 5-6 weeks old, endogenous EGFP fluorescence signals of the medial face of the turbinate in half-head whole-mount specimens were counted.

### In situ hybridization

Mice were transcardially perfused with 4% paraformaldehyde in PBS. Dissected MOE tissues were postfixed overnight at 4 °C. Tissue was decalcified in 0.45 M EDTA in PBS. After cryoprotection by 15% and 30% sucrose in PBS, tissue samples were embedded in FSC 22 Frozen Section Media (Leica). The MOE was cryosectioned coronally at 12 μm thick.

OR coding sequence was cloned into pGEM-T easy vector (Promega) from the cDNA or genomic DNA. Digoxigenin- (DIG) or dinitrophenyl- (DNP) labeled antisense cRNA probes were synthesized by in vitro transcription with T7, SP6, or T3 RNA polymerase (Roche). Information of all riboprobes is summarized in Supplementary Table 5. Probes for *Olfr17*, *Olfr151*, and *Olfr19* were prepared as described previously^11^. The *Venus* mRNA was detected by an *EGFP* coding probe. Following mixed probes were used in two-color *in situ* hybridization (ISH); α-class I mix (*Olfr78*, *Olfr672*), β-class I mix (*Olfr543*, *Olfr544*), class I mix (*Olfr78*, *Olfr544, Olfr552, Olfr578*, *Olfr672*, *Olfr692*,), class II mix (*Olfr19*, *Olfr54*, *Olfr73*, *Olfr151*, *Olfr521*, *Olfr878*).

Single-color and two-color ISH was performed according to methods described previously^35, 36^. Briefly, the post-fixed sections were pre-treated by the following procedures, permeabilization, HCl-treatment and acetylation, and were hybridized with hapten-labeled probes at 65 °C overnight. After hybridization and wash steps, we conducted the chromogenic or fluorescent detections. For the chromogenic detection of single-color ISH, sections were incubated with 1% (v/w) DIG blocking reagent (Roche) and an anti-DIG-AP antibody (Roche, 11093274910, 1/1000 dilution) at room temperature for 60 min each. After washing in TN buffer (100 mM Tris-HCl of pH 7.5; 150 mM NaCl) with 0.01% Tween20, ISH signals were detected by alkaline phosphatase chromogens, nitro blue tetrazolium (NBT) and 5-bromo-4-chloro-3-indolyl-phosphate (BCIP) (Roche) in DIG3 buffer (100 mM Tris-HCl of pH 9.5; 100 mM NaCl; 100 mM MgCl_2_; 0.01% Tween20) at room temperature overnight. Chromogenic stained sections were air-dried completely, and mounted with the Entellan New Mounting Medium (Merck Millipore).

For the fluorescent detection of two-color ISH, sections were treated with 0.5% (v/w) TSA blocking reagent (PerkinElmer) in TN buffer with 0.05% Tween20 after the stringent washes, and were incubated with anti-DIG-AP (Roche, 11093274910, 1/1000 dilution) and anti-DNP-HRP (PerkinElmer, FP1129, 1/1000 dilution) antibodies in blocking buffer at 4 °C overnight. DNP-labeled target was detected by a combination of rabbit anti-DNP-KLH (Thermo Fisher Scientific, A-6430, 1/300 dilution) and Donkey Alexa Fluor 488-conjugated anti-rabbit IgG (Jackson ImmunoResearch Laboratories, 711-545-152, 1/500 dilution) antibodies after the amplification by the Tyramide Signal Amplification (TSA) Plus DNP System (PerkinElmer). Subsequently, DIG-labeled target was detected by using the HNPP/FastRed detection kit (Roche). Polyvinyl alcohol mounting medium with DABCO (SIGMA) was used for a fluorescent detection of two-color ISH signals.

Images of ISH signals were taken with Olympus BX51 microscope with a DP71 digital CCD camera and Leica SPE confocal microscope. To quantify the number of OR-expressing OSNs, every 30th coronal section (12 μm thickness) throughout the MOE of wild-type, heterozygous, and homozygous ΔJ mice at 4–5 weeks old was collected. The number of positive cells of five coronal sections from seven sections before the first appearance of the OB was counted. Fold change by ISH was calculated by dividing the average number per sections of ΔJ mice by that of wild-type mice.

### Microarray analysis

MOEs were obtained from six ΔJ and six wild-type mice at P30 or P33. The total RNA of each preparation was extracted using RNeasy Mini Kit (QIAGEN). Labeling, hybridization, and scanning were performed according to standard Affymetrix protocols by the using the Affymetrix GeneChip Mouse Gene 1.0 ST Array and GeneChip WT PLUS Reagent Kit. The array data were analyzed using GeneSpring GX 14 software, and annotated using MoGene1.0.MoGene-1_0-st-v1_na35 genome data (Agilent Technologies). Data normalization algorithm used 75% percentile shift. The fold change value was calculated by dividing the expression value of ΔJ by that of wild-type. Testing for differences for each olfactory receptor gene in total 1213 olfactory receptor gene probe data was done using Moderated *t*-test with multiple testing correction of Benjamini Houchberg FDR. The expression data were then exported and arranged in Excel for presentation (Supplementary Data 2).

To create a phylogenetic tree of mouse class I ORs, 129 intact class I OR amino acid sequences were aligned by E-INS-i program in MAFFT^37^. From this alignment, a gene tree was generated using the Neighbor-Joining method implemented in MEGA6 software^38^.

### Motif analysis

To analyze motif conservation among mammals, the highest homology sequence was obtained using blastn program (NCBI blast + 2.3) and a 430 bp sequence of the mouse core J element (the highest conserved peak with human in VISTA; chr7:102,509,921–102,510,350) as a query in each six placental mammals; human (hg38), dog (canFam3), cow (bosTau8), armadillo (dasNov3), elephant (loxAfr3) and hyrax (proCap1). A multiple alignment of the sequences was performed by MUSCLE-3.8.31^39^, and then used to construct hidden Markov model (HMM) by nhmmer of HMMER-3.1 package^40^. Using the HMM, the top hit sequence was obtained from each four aplacental mammalian genomes; opossum (monDom5), wallaby (macEug2), Tasmanian devil (sarHar1) and platypus (ornAna2). The obtained core J element sequences in 11 mammals were aligned by MUSCLE-3.8.31.

### RT-PCR analysis

Total RNA was extracted from total MOE as described in microarray analysis. First strand cDNA was synthesized from 0.5 μg RNA with oligo-dT primer using ThermoScript Reverse Transcriptase (Thermo Fisher Scientific). RT-PCR was performed using TaKaRa Ex Taq (TaKaRa) with primers specific for each OR genes. PCR reactions for OR genes were performed at annealing temperature of 62 °C for *Olfr657* and *Olfr504*, 60 °C for *Olfr658*, or 58 °C for *Olfr503*, respectively, with cycling conditions as follows: 94 °C for 2 min, 32 cycles of 10 sec denaturation at 98 °C, 30 sec annealing, and 30 sec extension at 72 °C by 5 min extension at 72 °C. PCR reaction for *Gapdh* was 94 °C for 2 min, 27 cycles of 10 s denaturation at 98 °C, 30 sec annealing at 65 °C, and 54 s extension at 72 °C by 5 min extension at 72 °C. A measure of 0.4 ng genomic DNA was used as a positive control.

### Statistical analysis

Statistical analyses were performed by R and GraphPad Prism. No randomization method was used and data were not analyzed blindly. No statistical methods were used to predetermine sample size. The sample sizes in this study are in general similar to those employed in the field. The variance was similar between groups that were statistically compared. In all figures, *p* values are indicated as * < 0.05; ** < 0.01; *** < 0.001.

### Data availability

The raw microarray data have been deposited in the Gene Expression Omnibus under ID codes GSE90700. Sequencing data for epigenetic signatures were retrieved from GSE55174 and GSE52464^14^.

## Electronic supplementary material

Supplementary Information

Peer Review File

Supplementary Files

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: A long-range cis-regulatory element for class I odorant receptor genes
**Source:** Nat Commun. 2017 Oct 12;8:885. doi: 10.1038/s41467-017-00870-4
**Supplement:** Supplementary file 3 — Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **List of the conserved 21 OR enhancer elements and nearest OR genes in 8 placental mammalian species.** Genomic information for the 21 conserved OR enhancer elements and their nearest OR genes was summarized. Eight placental mammalian species examined and their genomic data are mouse (mm9), human (hg19), guinea pig (cavPor3), rabbit (oryCun2), horse (equCab2), dog (canFam3), cow (bosTau8), and African elephant (loxAfr3). “X” in nearest OR gene column means an element has no OR gene within a 1-Mb region on the same chromosome or on the same scaffold. Names of some OR genes, which have not been named because of updated genome data, are shown by “-”.

File Name: Supplementary Data 2

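In Supplementary Data 2 each OR probe set has its class, position, mean signal in each genotype, fold change and adjusted p. A probe set is the group of probes that the array uses for a gene, and where OR genes are nearly identical it carries several symbols. Of the 1213 probe sets, 141 are marked as class I and 1072 as class II. Of the 141, 128 are intact genes of the cluster on chromosome 7, 11 are pseudogenes of the cluster and 2, *Olfr504* and the probe set of *Olfr503* and *Olfr658*, lie outside it. The means of the signals of the 6 mice of each genotype, from the deposited values, equalled the unshifted means of the table within 2.7e-05 log2 units for all 1213 probe sets. After the 75th percentile shift of each array, the largest difference between the log2 fold changes of the table and those computed here was 0.00068.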

Description: **Microarray data of odorant receptor genes.** Analyzed microarray data for 1213 *Olfir* gene probe sets from six  $\Delta J$  and six wild-type mice. Correlated p values were calculated by the moderated *t*-test with multiple testing correction of Benjamini Houchberg FDR.

How the deposited data were processed for this re-analysis (not part of the article)

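RNA of the main olfactory epithelium (MOE) of 6 ΔJ and 6 wild-type mice at P30 or P33 was measured on 12 Affymetrix Mouse Gene 1.0 ST arrays, 1 per mouse. The genotype, sex, age and replicate number of each mouse came from the labels of the samples and the methods of the paper. The authors deposited log2 signals of 35556 probe sets (transcript clusters). The submitters' processing notes name Affymetrix Expression Console, and its version, background correction and summarization are not given in the sources used here. The paper's methods name GeneSpring GX 14 for the later steps, a shift by the 75th percentile and a moderated test of 1213 OR probe sets with Benjamini-Hochberg adjustment. The fold change criterion of 1.3 is given in its results and in the legend of Fig. 4. The mean of the deposited log2 values of each genotype equals the log2 of the unshifted means in Supplementary Data 2 within 2.7e-05, so the deposited values precede the shift.

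From the deposited log2 values, the 75th percentile of each array over all its probe sets was subtracted. The 1213 OR probe sets were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with genotype as the only term, and p-values were adjusted over these probe sets. Intact class I genes are class I probe sets of Supplementary Data 2 that start inside the cluster on chromosome 7 and whose first symbol is not that of a pseudogene, 128 in all. They were called decreased or increased at a fold change beyond 1.3 and an adjusted p under 0.05, counted as tending to decrease when lower by more than 1.3-fold without passing, and as unaltered within 1.3-fold. Genes other than ORs were fitted and adjusted over all 35556 probe sets, and 20754 probe sets of a single non-OR gene were counted. Probe sets were named from the platform annotation provided with the values. Of the first symbols of the OR probe sets, 98.4% were found in the RefSeq table of GRCm38.p6, from which neighbouring genes and the genes around the J element were taken.

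The mean level of class I genes, of class II genes without pseudogenes and of the mature OSN list was computed per mouse and compared with an exact permutation test over all splits of the mice into 6 and 6, two-sided. The relation of log2 fold change and distance was tested across genes by 100000 permutations of the pairings. Distance runs from the gene start to the middle of the deleted J element. The gene lists covered mature OSNs, immature OSNs, basal and progenitor cells, sustentacular cells, Bowman gland and respiratory epithelium, microvillar and ionocyte-like cells, olfactory bulb and glia, immune cells, blood and endothelium, vomeronasal neurons, other chemoreceptor OSNs, trace amine-associated receptors, OR choice, silencing and feedback, dorsal and ventral zone, apoptosis, globin genes inside the cluster, and other non-OR genes in or beside it, with 4 lists of OR genes. They were tested with limma's camera (preset correlation of 0.01, and an estimated correlation) and fry. The genes named in the text are the OR genes that the paper names, the 10 called intact class I genes with the largest decrease and every called increase, the 5 class II and the 5 non-OR genes with the smallest p, and the first 2 genes of each list. The values in Supplementary Data 2 had been seen when this rule was written. Apart from the tests and settings named as chosen after the data were seen, the tests, lists, named-gene rule and settings to compare were fixed before the deposited values were seen. The genes tending to decrease, *Olfr665*, *Hbb-y*, the pseudogenes of the cluster and the unnamed probe sets are named outside this rule and were chosen after their values were seen.

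The steps were tested on simulated data made from the means and spreads of the real arrays. Over the 1213 OR probe sets, 28% of probe sets changed 1.3-fold were called, 84% of those changed 1.5-fold, 94% of those changed 2-fold and 100% of those changed 4-fold, with 7 false calls among 1013 unchanged probe sets. Over all 35556 probe sets the shares were 12%, 54%, 90% and 98%. The number of arrays limits the precision. As a gauge of background, 9 intact class I genes had a mean level over all 12 arrays under -3.72, the mean of Y-linked *Kdm5d* in females, and 3 of these 9 were called decreased. The levels of *Xist*, *Kdm5d*, *Eif2s3y* and *Uty* matched the labelled sex of all 12 mice, and 0 pairs of arrays held identical values.

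The replicate numbers of the labels were checked for pairing. The correlation of the deviations of the ΔJ and wild-type mice of the same number from their genotype means was 0.365, 0.294, 0.419, 0.441, 0.185 and 0.385 for replicates 1 to 6, above 0.1 in every pair, so the fit with the replicate number as a block is given wherever it changes a call. The paper describes the wild-type mice as littermates. Neither the paper nor the labels say which mice share a litter or what the numbers share. The numbers also follow 2 sets of arrays that differ in the spread of their values, replicates 1 to 3 and 4 to 6, and after the mean of each set was removed the correlations were -0.0215, -0.144, -0.0665, 0.0657, -0.0479 and 0.078. The first principal component, 41.1% of the variance, separates the sets. The array set as a block, each set alone and values without ΔJ replicate 5 were added as alternatives after the data were seen. The settings chosen beforehand covered the scaling of the arrays, sex, age and replicate number as covariates, the P30 mice only, each mouse left out in turn, dim probe sets left out, the genes in the fit, the variance model, array weights, the thresholds, probe sets with several symbols and pseudogenes. In situ hybridization, cell counts, RT-PCR and transgenic reporter results of the paper were not analysed here.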

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

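The tests of age, of genotype and sex, of the stretch 2 to 2.5 Mb from the J element and of an exchanged label were chosen only after the result was seen. The test of the cell types in ΔJ replicate 5 compares this mouse with its set of arrays. The sets were found in the data, so this test too was chosen after the data were seen. The counts over other splits of the mice were chosen before.

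Of the 100 drawn splits of the 12 mice into 6 and 6, only the real one gave as many as 73 decreased class I genes (1 of 100, highest other count 0), so chance can be excluded for this count. Among the 32 splits that part all pairs of equal replicate number, as the real one does, again only 1, the real one, gave as many (highest other 0). For class II genes, non-OR genes and non-OR genes near the cluster the real count was 0 and no other drawn split called any gene, so 100 of 100 splits were as large and the count excludes nothing. For gene lists called with camera's preset correlation, 4 in the real split, 49 of 100 splits gave as many, 16 of the 32 that part all pairs did too, and the highest other count was 10, so chance cannot be excluded. The split that follows the 2 sets of arrays called 24 class I, 387 class II and 8849 non-OR genes and 91 near the cluster, which points to a structure of the samples. With the array set as a block, 83 class I genes were decreased, all 73 among them.

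The arrays fall into 2 sets of 6 by the spread of their values, and 14998 probe sets differ between the sets. The age of the mice is not the whole cause, since 13080 probe sets still differed with the P30 mice only and 0 differed between P30 and P33 mice within the second set. Genotype and sex are balanced to within 1 mouse between the sets, so neither accounts for the split. A batch of hybridization or tissue collection stays open as a possible explanation, since no source used here gives dates, as does a biological difference between litters, which was not tested.

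Few class I genes were decreased between 2 and 2.5 Mb from the J element (2 of 20), and 9 of 16 were beyond 2.5 Mb (Fisher's exact test, two-sided, p = 0.00417). Signal near background is argued against as the whole cause, because among the genes with a wild-type level at least 2 log2 units above that of *Kdm5d* in females, 13 at 2 to 2.5 Mb and 12 beyond, the median log2 fold change beyond 2.5 Mb minus that at 2 to 2.5 Mb was -0.35 (permutation test across genes, two-sided, p = 0.00393), although a background particular to single probe sets was not tested. The sets of arrays are argued against too, since the median log2 fold change beyond 2.5 Mb minus that at 2 to 2.5 Mb was -0.32 in the set with the smaller difference and -0.45 in the other. A steady weakening with distance cannot be told apart from a local exception, because the largest drop of the median log2 fold change from a nearer to a farther bin of 0.5 Mb was 0.337, and residuals of a monotone fit gave one as large with a permutation p of 0.0488 when permuted over the 128 genes and 0.0547 when shifted along the cluster, which keeps neighbouring genes together. The limits of the stretch were chosen from the data, and no biological explanation was tested.

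ΔJ replicate 5 stands apart from the other arrays of its set, and the mean of the mature OSN list was 2.11 there against 2.31 to 2.40 in the 5 others. An exchange of its label with a wild-type mouse is argued against by its class I minus class II level of -0.33, since wild-type mice lay between 0.07 and 0.16. Fewer mature OSNs in the tissue piece cannot be told apart from other explanations, because 2 of 5 lists of other cell types, sustentacular cells and basal and progenitor cells, lay above every other array of the set and the 3 others lay within their range. No biological explanation was tested.

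A single mouse lay far from the others of its genotype in 14 of 164 groups of values, where chance gives about 1 in 20, or 8.2. Of these, 7 belong to ΔJ replicate 5. In that mouse the class I level minus the class II level was -0.33 (others -0.50 to -0.44), the class I share of the OR signal 8.5% (others 7.11% to 7.47%) and the mean of the mature OSN list 2.11 (others 2.31 to 2.41). In the same mouse, *Olfr73* was at -0.18, *Olfr692* at -2.47, *Casp8* at -0.58 and *Hbb-bh2* at -2.40. *Mroh5* was at -1.20 in ΔJ replicate 1 (others -1.57 to -1.48) and *Slc4a1*, an erythrocyte anion exchanger gene, at 0.18 in ΔJ replicate 4 (others -1.22 to -0.79). In wild-type mice, the probe set of *Olfr503* and *Olfr658* was at -2.42 and *Olfr672* at 0.17 in replicate 3, *Olfr543* at -1.60 in replicate 5, *Krt5* at 1.03 in replicate 6 and *Nqo1* at 1.58 in replicate 1.

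In data that the paper does not discuss, the class I pseudogenes *Olfr548-ps1* and *Olfr588-ps1* were decreased, with log2 fold changes of -1.02 (standard error 0.13, adjusted p = 5.44e-05 from limma) and -1.34 (standard error 0.14, adjusted p = 9.59e-06 from limma). They lie 0.0313 and 0.633 Mb from the J element, and 2 of 11 pseudogenes were called. Over all probe sets, 48 passed an adjusted p of 0.05 from limma, 44 of intact class I genes, 2 of these pseudogenes and 2 of probe sets that are unnamed here, probe sets 10342377 (log2 fold change 0.97) and 10339282 (1.36). Both unnamed probe sets were dim, at -4.66 and -4.87 in wild-type mice. With the array set as a block 71 probe sets passed, 4 of them unnamed here, and 0 of a single non-OR gene.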

How the results depend on the processing

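The settings with the array set, without ΔJ replicate 5 under camera, with the percentile over the annotated probe sets or with genes beyond 2 or 2.5 Mb left out were chosen after the data were seen, and all others before. The 73 decreased class I genes became 44 with the fit over every probe set and 50 in the second set of arrays. In the other settings they were 59 to 83. The fit over every probe set changed both the variance fit and the number of probe sets adjusted over, and these were not separated. The increased gene was lost (0) with the P30 mice only, with the fit over every probe set and in the second set of arrays only. The 10 genes tending to decrease became 6 with no percentile shift, 1 with the replicate block, 25 with the P30 mice only, 6 without the dimmest OR probe sets, 39 with the fit over every probe set, 1 with the unadjusted p, 0 with the array set as a block and 32 in the second set of arrays only. Class II calls went from 0 to 1 (*Olfr1367*) with the replicate block and with the array set as a block and to 3 with the unadjusted p (*Olfr1367*, *Olfr1116-ps* and the probe set of *Olfr190* and *Olfr192*). Non-OR calls went from 0 to 1 with age as a covariate and with the replicate block (*Mc5r* in both), and stayed at 0 with the array set as a block. The mean class I level per mouse differed by -0.58 in the first and -0.61 in the second set of arrays (exact permutation p = 0.1 in each, the smallest that 3 mice against 3 allow). Gene lists called went from 4 to 1, the intact class I genes, with the estimated correlation, and stayed at 1 when this was combined with the array set as a block or the omission of ΔJ replicate 5. When each mouse was left out in turn, the counts ran from 60 to 74 decreased, 1 to 1 increased, 11 to 20 tending to decrease, 42 to 47 unaltered, 0 to 0 class II and 0 to 1 non-OR genes (*Mroh5* without ΔJ replicate 1). In the same omissions, Pearson's r with distance ran from 0.4 to 0.452, the class I difference from -0.64 to -0.54 and the class II difference from -0.08 to 0.04. Without ΔJ replicate 5, 6 gene lists were called with the preset correlation and 1 with the estimated one. Other than where a construction is named, the cause was not tested. Under the replicate block 82 class I genes were decreased, all 73 among them, and of genes tending to decrease 1 was left. The added genes are not named here. Among the lists and the genes chosen by the naming rule, the replicate block changed no further call except that of the trace amine-associated receptor list (adjusted p = 0.0419 from camera, against 0.224 without it, 0.0771 with the array set as a block and 0.788 with an estimated correlation and no block). The next counts cover only the genes chosen by the naming rule, which leaves out the 10 genes tending to decrease. The settings were no percentile shift, quantile normalization, sex as a covariate, the replicate block, the array set as a block and, for OR genes, the fit over every probe set. Of 423 values, 417 kept their side of the threshold, 3 lost it with the fit over every probe set, 3 gained it with a block and 0 reversed. Among uncalled genes of the rule, 6 changed sign. Outside these settings, *Olfr692* was not called without wild-type replicate 4 (adjusted p = 0.053 from limma). What low signal hides among intact class I genes stays open, because Spearman's rho of log2 fold change was 0.158 (permutation p = 0.0734) with the mean level over all mice, which a decrease itself lowers, and -0.0773 (permutation p = 0.383) with the wild-type level.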

Differences from the paper's values

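Of the values that the paper states for these samples and that were compared, none differed from the value computed here by more than its error or by more than 1.5 times. The paper's p for the distance correlation was not compared, because 100000 permutations cannot give one under 1e-05. At the paper's thresholds, 73 of 128 intact class I genes were decreased here, and the paper's values are 75 of 129. Of the alternatives set before the data were examined, the setting that includes pseudogenes of the cluster reaches 75, with *Olfr548-ps1* and *Olfr588-ps1* as the 2 added genes. The paper's own table, read at its thresholds, holds 73 decreased probe sets of genes without a pseudogene symbol and 75 with them. The paper's count of unaltered genes is 43 and the count here is 44. With the pseudogenes of the cluster included it is 53, so that setting does not reach both counts of the paper. For intact genes the paper's own table holds 73 decreased, 1 increased and 10 tending to decrease, the same as here. This points to which genes were counted rather than to the fit. The settings with age as a covariate and without wild-type replicate 4 or 6 also give 43, but the paper names none of them. The paper's Pearson coefficient for distance is 0.42 and the one here 0.419. The paper counts 29 pseudogenes among the 158 class I genes, and the RefSeq annotation of GRCm38.p6 marks 32 of 158 OR genes in the interval as pseudogenes.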

Other observations

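The comparison of genes by strand and the lists without ΔJ replicate 5 were tested only after the result was seen, and the other tests of this part were planned.

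Markers of the other cell types of the MOE gave no called gene, with 0 members past an adjusted p of 0.05 from limma in each of the 17 lists of cell types and pathways, also when adjusted over the list alone, and 8 probe sets of list members had an unadjusted p under 0.05. Sustentacular cells, the supporting cells of the epithelium, had a mean log2 fold change of 0.02 (adjusted p = 0.34 from camera), with -0.01 for *Cyp2g1* and -0.07 for *Cyp1a2*. Basal and progenitor cells had 0.01 (0.669), with -0.02 for the horizontal basal cell keratin gene *Krt5* and -0.01 for *Krt14*. For Bowman gland and respiratory epithelium the mean was -0.02 (0.85), with -0.05 for *Bpifb3* and 0.02 for *Bpifb4*. Microvillar and ionocyte-like cells had -0.06 (0.29), with -0.05 for the channel gene *Trpm5* and -0.03 for *Chat*, and olfactory bulb and glia 0.03 (0.414), with 0.10 for *Gfap* and -0.02 for *Aqp4*. Blood and endothelium had 0.03 (0.669), with 0.30 for *Alas2* and -0.02 for *Slc4a1*, the second of which became -0.215 without ΔJ replicate 4. Vomeronasal neurons had -0.03 (0.85), with -0.10 for *Gnao1* and -0.04 for *Gnai2*. Other chemoreceptor OSNs had 0.01 (0.669), with -0.10 for *Gucy2d* and 0.14 for *Gucy1b2*, and genes of the dorsal and ventral zones -0.01 (0.726), with 0.05 for *Nqo1* and 0.04 for *Acsm4*. The mean was -0.03 for genes of apoptosis (0.726), 0.00258 for OR choice, silencing and feedback (0.34), -0.03 for the globin genes inside the cluster (0.85), -0.06 for mature OSNs (0.669) and -0.03 for other non-OR genes in or beside the cluster (0.726), with 0.11 for *Trim21* and -0.18 for *Trim68*. Immune cell genes were higher as a set (mean 0.08, adjusted p = 0.0184 from camera), which was lost with an estimated correlation (adjusted p = 0.788 from camera) and without ΔJ replicate 5 (adjusted p = 0.102 from camera), and its members *Ptprc* and *Cd68* had values of 0.09 and 0.02. Of the 4 lists of OR genes, the intact class I genes passed with both the preset (adjusted p = 2.25e-108 from camera) and the estimated correlation (adjusted p = 0.0116 from camera), the class I pseudogenes with the preset one only (2.72e-06 against 0.469), and class II genes (0.726) and the 2 class I probe sets outside the cluster (0.405) with neither.

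The trace amine-associated receptors, the other receptor family of the MOE, had a mean log2 fold change of 0.05 (adjusted p = 0.224 from camera, 0.788 with an estimated correlation), with 0.14 for *Taar2* and 0.05 for *Taar3*. The list passed with the replicate number as a block (adjusted p = 0.0419 from camera) and did not with the array set as a block (adjusted p = 0.0771 from camera, 0.688 with an estimated correlation). Without ΔJ replicate 5 their mean was 0.14 (adjusted p = 0.000105 from camera, 0.589 with an estimated correlation), and that of class II genes 0.04 (adjusted p = 1.9e-05 from camera, 0.674 with an estimated correlation), and the list of OR choice, silencing and feedback passed too (mean 0.03, adjusted p = 0.0119 from camera, 0.153 with an estimated correlation). Whether OSNs of other receptor classes take a larger share in ΔJ mice thus stays open in these data.

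The 2 class I probe sets outside the cluster did not pass the test, with log2 fold changes of -0.21 for *Olfr504* and -0.09 for the probe set shared by *Olfr503* and *Olfr658*, and *Olfr504* was dim, at -4.81 in wild-type mice.

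Of 63 intact class I genes on the minus strand 42 were decreased, and of 65 on the plus strand 31 (two-sided Fisher's exact test, p = 0.0337). After a linear fit of log2 fold change on distance, the median residual of minus-strand genes lay -0.25 log2 units from that of plus-strand genes (permutation test across genes, two-sided, p = 0.00153). Genes are not independent replicates, and the paper does not report this comparison.

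The effect of ΔJ on the mean class I level was -0.56 in males and -0.66 in females, a difference of 0.10 (permutation of sex within genotype, 300 arrangements, exact p = 0.617). Of 1213 OR probe sets, limma's test of the genotype by sex interaction called 0 at an adjusted p under 0.05, with 34 at an unadjusted p under 0.05, and also 0 with the array set as a block.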
